# Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development

**DOI:** 10.1186/1471-2164-12-231

**Published:** 2011-05-11

**Authors:** Ping Liang, Fei Song, Srimoyee Ghosh, Evan Morien, Maochun Qin, Saleh Mahmood, Kyoko Fujiwara, Jun Igarashi, Hiroki Nagase, William A Held

## Abstract

**Background:**

Changes in DNA methylation in the mammalian genome during development are frequent events and play major roles regulating gene expression and other developmental processes. It is necessary to identify these events so that we may understand how these changes affect normal development and how aberrant changes may impact disease.

**Results:**

In this study Methylated DNA ImmunoPrecipitation (MeDIP) was used in conjunction with a NimbleGen promoter plus CpG island (CpGi) array to identify Tissue and Developmental Stage specific Differentially Methylated DNA Regions (T-DMRs and DS-DMRs) on a genome-wide basis. Four tissues (brain, heart, liver, and testis) from C57BL/6J mice were analyzed at three developmental stages (15 day embryo, E15; new born, NB; 12 week adult, AD). Almost 5,000 adult T-DMRs and 10,000 DS-DMRs were identified. Surprisingly, almost all DS-DMRs were tissue specific (i.e. methylated in at least one tissue and unmethylated in one or more tissues). In addition our results indicate that many DS-DMRs are methylated at early development stages (E15 and NB) but are unmethylated in adult. There is a very strong bias for testis specific methylation in non-CpGi promoter regions (94%). Although the majority of T-DMRs and DS-DMRs tended to be in non-CpGi promoter regions, a relatively large number were also located in CpGi in promoter, intragenic and intergenic regions (>15% of the 15,979 CpGi on the array).

**Conclusions:**

Our data suggests the vast majority of unique sequence DNA methylation has tissue specificity, that demethylation has a prominent role in tissue differentiation, and that DNA methylation has regulatory roles in alternative promoter selection and in non-promoter regions. Overall, our studies indicate changes in DNA methylation during development are a dynamic, widespread, and tissue-specific process involving both DNA methylation and demethylation.

## Background

DNA methylation in mammals occurs predominantly at CpG dinucleotides [1]. Early studies indicated that in normal cells, most CpGs in repeats, retroviral sequences, and within the coding region of genes are methylated, whereas most CpG island (CpGi) regions are maintained in an unmethylated state [2,3]. After fertilization there is a period of genome-wide demethylation followed by periods of remethylation in somatic cells after implantation. Demethylation and reprogramming is also necessary in the germ cells to reset gamete-specific imprinting [4-7]. There is a long history and generally inverse correlation between gene promoter DNA methylation and gene expression [8-12]. Early studies proposed that regulated methylation and demethylation has a role regulating gene expression during development [10,13].

The critical function of DNA methylation during development is also apparent from the consequence of targeted knockouts of DNA methyltransferase genes. The knockout of *Dnmt1*, which has a strong preference for hemimethylated DNA and is thus considered to be a maintenance DNA methyltransferase, is lethal during development [14]. *Dnmt3a *and *Dnmt3b *are required for *de novo *methylation during development [15]. The persistent expression of both *Dnmt *3a and *Dnmt *3b after gastrulation and implantation suggests that *de novo *methylation occurs during later stages of development.

Restriction Landmark Genomic Scanning (RLGS) detected differences in DNA methylation between tissues more than 15 years ago [16-19]. These studies, as well as more recent reports using a variety of methods, have markedly altered our concept of differentially methylated regions (DMRs) in the mammalian genome and the progression of DNA methylation changes during development [19-36]. Tissue Specific Differentially Methylated Regions (T-DMRs) include both CpGi and non-CpGi promoter regions as well as intragenic and intergenic regions [19,32,37,38]. Analysis of T-DMRs using a CpGi array indicated that T-DMRs in CpGi regions are associated with developmental gene loci and many are located in non-promoter regions [23]. CpGi amplification in conjunction with microarrays, indicated approximately 4% of dense CpGi promoters are methylated in normal peripheral blood [31]. A number of studies have consistently observed that weak or non-CpGi promoters are major targets for tissue specific DNA methylation [12,28,30,33,39].

Analysis of DNA methylation changes during development *in vitro *and *in vivo *are more limited but indicate that DNA methylation is a dynamic process involving both methylation and demethylation [20,26,32]. *In vivo *analysis of methylation changes within a tissue at different developmental stages is complicated by changes in cell populations [32]. *In vitro *analysis of DNA methylation during differentiation of ES cells or progenitor cells is complicated by potential aberrant methylation due to growth of cells in tissue culture [20,26,40].

Our previous results identified a limited number of T-DMRs using RLGS, suggesting that methylation changes during development are dynamic and involve both methylation and demethylation [19,32]. The results reported here investigate this with a more comprehensive set of T-DMRs and Developmental Stage specific Differentially Methylated DNA Regions (DS-DMRs) identified through Methylated DNA ImmunoPrecipitation (MeDIP) [20,32].

## Results

### MeDIP methylation analysis

The MeDIP methylation analysis developed by Weber et al [33] was utilized to identify genomic sites of differential DNA methylation in selected 12 wk adult C57BL/6J mouse tissues (T-DMRs) and in tissues at different developmental stages (DS-DMRs: 15 day embryo, E15; new born, NB; and 12 wk adult, AD). 

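Methylated DNA immunoprecipitation (MeDIP) enriches DNA fragments bound by an antibody to methylated cytosine, and the array reads how much of each genomic site the enriched fraction holds. The data comprised 26 arrays in 13 groups of 2 biological replicates, which were brain, heart, liver and testis at E15, NB and AD, and ES cells. DNA of the E15 and NB groups came from separate mixtures of male animals, and AD tissues came from a pair of separate animals. The methods do not state whether the ES cell samples came from separate cultures, so the SD of ES cells measures only the spread between these samples. An SE or p-value for ES cells comes from a fit of all arrays, with the spread pooled over the groups. It therefore does not show how separate ES cell cultures would vary. Each array gave the brightness of 373683 probes in each of 2 channels, input DNA in Cy3 and MeDIP DNA in Cy5, and no array had the dyes exchanged. Median input intensity ranged from 929.7 to 2222 between arrays, with a median of 1337, and median MeDIP intensity ranged from 285 to 1336, with a median of 643. At most 194 input probes and 295 MeDIP probes of an array stood at the scanner's limit. The number of arrays, 2 a group, limits the precision of every value.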

Methylated DNA was immunoprecipitated with antibody to 5-methyl-cytidine, the input and immunoprecipitated (IP) DNA were differentially labeled and hybridized to a NimbleGen promoter plus CpGi array according to a protocol provided by NimbleGen. 

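The deposited scanner files hold unscaled intensities, and the deposited value table holds the authors' P scores. The values given here start from the intensities, as log2(MeDIP/input) of each probe minus the Tukey biweight mean of the array, without background correction. Scaled ratios were averaged over 52939 bins of 750 bp that hold at least 4 probes each, with 333384 probes in all and a median of 7 probes a bin. Limma fitted all arrays together with 1 mean per group, and p-values were adjusted within each comparison by the Benjamini-Hochberg method at a threshold of 0.05. For the Sequenom loci and the imprinting control regions, the adjustment ran over these loci alone and not over the bins. Higher and lower refer to the scaled ratio, which is relative to the rest of the same array, so a change shared by the whole array would not be seen. The largest differences printed below are those among bins past the threshold whose arrays were fully separated. In these, both arrays of the tissue or stage lay on 1 side of every other array of the comparison. Slide numbers in the file headers place the arrays in 5 slide series, and each group lies in 1 of them. AD testis shares a series with ES cells, all heart stages share a series with AD brain, E15 and NB brain and liver share a series, E15 and NB testis share a series, and AD liver is alone in its series. AD testis replicate 2 carries no slide number and was placed with AD testis replicate 1. The array numbers in the headers of the AD liver files are not those printed beside the adult liver tracks of the supplementary figures. Comparisons within a slide series were chosen after the data were examined and stand beside the others. So were the division of each array's ratios by their SD, the authors' P scores with the E15 brain and heart columns exchanged, the window of the authors' P scores, the adult tissues taken 3 at a time, the overlap of stage differences between tissues, and the tallies by chromosome and region. In the deposited value table the columns of E15 brain follow the scanner files of E15 heart and the reverse, and the scanner files are used here under the tissue in the sample titles. For E15 brain replicate 1 a further label gives heart as the tissue, and it was taken as brain since both E15 heart samples are others. The SD of the scaled ratio over bins was 0.34 in AD liver, 0.32 in ES cells and 0.43 in AD testis, and it was 0.48 to 0.65 in the remaining groups. Narrower ratios can by themselves place bins of high signal lower in a group, without less methylation there.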

The NimbleGen Array covers all UCSC-annotated CpGi (15,979) as well as promoters for all RefSeq genes (19,530). Repetitive regions are excluded from the Array. Non-CpGi intragenic and intergenic regions are not covered by the array except in some limited regions in which the array is essentially a tiling array (1.9 Mb on portions of chromosomes 6, 7, and 17).

### Assessment of the MeDIP data quality and validation of MeDIP methylation peaks

A number of methods were used to validate the quality of the MeDIP methylation data. These include scatter plots of log 2 ratios between IP DNA and input DNA, analysis of Pearson Coefficients between biological replicate samples, comparison of MeDIP methylation with previously identified RLGS T-DMRs, MeDIP analysis of other known methylation sites, such as imprinted genes, and analysis of both selected and randomly chosen MeDIP methylated regions by Sequenom MassARRAY quantitative methylation analysis of bisulfite treated DNA. An example of a selected region analyzed by Sequenom MassARRAY is shown in Figure 1. The results indicate a close similarity between MeDIP and Sequenom MassARRAY methylation analysis. Additional details of Sequenom MassARRAY methylation analysis and other validation methods are presented in the Methods section and Additional files.

**Figure 1:**
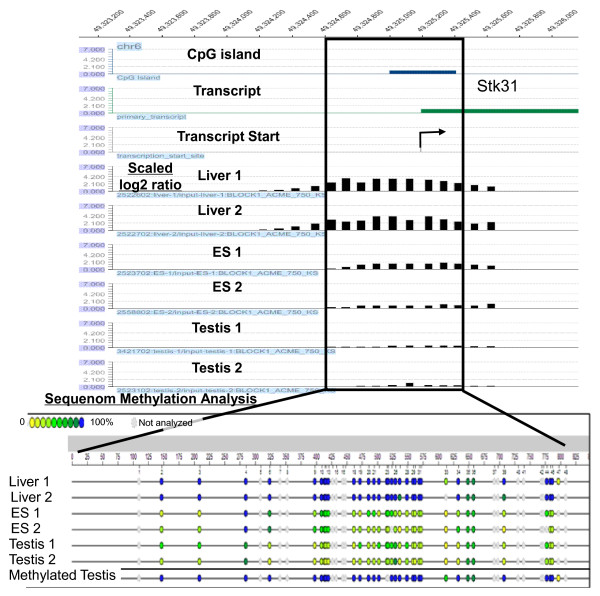
**Comparison of methylation data between MeDIP/NimbleGen Promoter + CpGi Array and Sequenom MassArray: Stk31 CpGi promoter region**. The *Stk31 *gene region with a CpGi promoter region that is methylated in the liver, but not in ES or testis cells. The box indicates the position of the methylation peak in the liver that overlaps with the CpGi promoter region analyzed by Sequenom. In the epigram of Sequenom methylation analysis shown at the bottom panel, the blue circles indicate 100% methylation, green circles indicate around 50%methylation and yellow circles indicate 0% methylation. The results from biological duplicate samples are shown. The bottom lane (Sequenom Methylation Analysis) shows the results of analysis of testis DNA after *in vitro *methylation using M. Sss1 methylase (New England Biolabs).

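At Stk31, which encodes a serine/threonine kinase, the adult somatic tissues carried more MeDIP signal than AD testis. The 9 probes over the region lie on chromosome 6 of mm8 from 49324612 to 49325393. Their mean scaled log2 ratio was 0.39 ± 0.10 (SD, n = 2 arrays) in AD liver, 0.05 ± 0.10 (n = 2) in AD testis and 0.17 ± 0.02 (n = 2) in ES cells. AD brain stood at 0.66 ± 0.23 and AD heart at 0.44 ± 0.21 (n = 2 each). The mean of the 3 somatic tissues exceeded AD testis by 0.45 (SE 0.13, adjusted p = 0.006 from limma), and all 6 somatic arrays lay above both testis arrays. AD liver by itself exceeded AD testis by 0.34 (SE 0.16, adjusted p = 0.082 from limma) and ES cells by 0.22 (adjusted p = 0.288 from limma), and both liver arrays lay above both testis arrays and both ES cell arrays. The AD liver against AD testis difference passed the test after loess normalization (0.32), without dim probes (0.43), with array weights (0.34) and with each array's ratios divided by their SD (0.65). The somatic difference did not pass it with background correction (0.36) or without AD testis replicate 1 (0.38).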

### Identification of genomic sites of DNA methylation in adult tissues (brain, heart, liver, and testis)

The IP and input DNA from 12 wk adult C57BL/6J mouse tissues (brain, heart, liver, and testis) were hybridized to a NimbleGen Promoter plus CpGi array. T-DMRs are genomic regions that are methylated in one or more of the four adult tissues, but unmethylated in at least one tissue. For the identification of T-DMRs, the log2 ratios of all probes for each sample were normalized and used to identify methylation peaks as described in the methods. 

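Each probe received a P score from the one-sided Kolmogorov-Smirnov test over the 750 bp window with the asymptotic formula, and runs of at least 2 consecutive probes at a P score of 2 or more formed peaks, merged within 500 bp. Single arrays held 3323 to 5715 peaks (median 4504), against 353 to 421 when the ratios were shuffled along the array. Regions in a peak on both arrays of a group numbered 2740 in AD brain, 3544 in AD heart, 2367 in AD liver and 2904 in AD testis. The regions of the adult tissues were laid over each other and divided wherever the set of methylated tissues changed. A resulting segment was counted if it held at least 2 probes and if no single array of a tissue outside its set had a peak there. All segments were counted wherever they lay, since positions of genes and CpGi on mm8 were not used here. With 1 array of a group left out, its regions are the peaks of the remaining array, so their number rises by construction, and segments outside the group are held against 1 array instead of 2. The AD brain number was 4872 without AD brain replicate 1, and the AD liver number was 3922 or 3981 without AD liver replicate 1 or 2. Summed over all 13 groups the regions numbered 42099, or 19738 at a P score of 3.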

To facilitate the analysis of MeDIP data, an *ad hoc *bioinformatics tool was developed to process the methylation peak lists for individual samples and identify genomic regions that are 1) commonly methylated in all tissues; 2) methylated in a single tissue; and 3) methylated in some but not all tissues. Only those methylation peak regions that were present in both biological replicate samples and were absent from at least one other tissue were designated as T-DMRs. Thus, the frequency of T-DMRs may be underestimated. T-DMR locations were designated as 1) CpGi Promoter; 2) Intragenic CpGi; 3) Intergenic CpGi; and 4) Non-CpGi promoter (see details in Methods).

Summaries of the number and distributions of the adult T-DMRs are shown in Table 1. 

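Most methylated segments of the adult tissues differed between tissues. There were 2841 T-DMR segments, methylated in some but not all of brain, heart, liver and testis, and 341 segments (10.7%) methylated in all 4. Of the T-DMR segments, 1493 (52.6%) were methylated in 1 tissue alone. Among sets of several tissues, brain with heart was the largest, with 490 segments (15.4% of adult segments), and liver with testis, which led after loess normalization, had 240. AD brain and AD heart are the only adult groups that share a slide series, so the size of this set does not separate tissue from series. Across bins the ratios of arrays of different groups had a median r of 0.846 within a series and 0.642 between series. The pairs within a series include stages of the same tissue, which may raise the former. The T-DMR number was 1324 for segments of at least 4 probes and 9070 where peaks on single arrays of other groups were ignored, and the number common to all tissues was 44 at a P score of 3 and 538 with exact p-values. With 1 array left out, T-DMR segments numbered 4423 or 4500 without AD brain replicate 1 or 2, 4311 without AD heart replicate 2 and 4877 or 4603 without AD liver replicate 1 or 2, brain with heart 759 without AD brain replicate 1 and 838 or 749 without AD liver replicate 1 or 2, and liver with testis 427 without AD liver replicate 1. Since a T-DMR had to be present in both replicates, the paper proposes that their frequency may be underestimated.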

Overall, there are almost 5,000 adult T-DMRs that are present in one or more of the examined adult tissues but are absent in one or more tissues, whereas there are only 460 methylated regions that are common to all four tissues. 

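AD testis had the most segments methylated in 1 adult tissue alone, 655, or 20.6% of adult segments. AD liver had 379 (11.9%), AD heart 328 (10.3%) and AD brain the fewest, 131 (4.12%). Segments shared by AD brain and AD heart, which lie in the same slide series, count for neither alone. AD testis and AD liver share a series with no other adult tissue. The testis number was 361 for segments of at least 4 probes and 1965 where peaks on single arrays of other groups were ignored, the liver number 151 at a P score of 3 and 1014 where peaks on single arrays of other groups were ignored, the heart number 130 for segments of at least 4 probes and 1590 where peaks on single arrays of other groups were ignored and the brain number 36 for segments of at least 4 probes and 621 where peaks on single arrays of other groups were ignored. Leaving out 1 array gave testis 1046 or 1074 without AD liver replicate 1 or 2 and 1284 or 1421 without AD testis replicate 1 or 2, liver 972 or 845 without AD liver replicate 1 or 2, heart 546 or 829 without AD brain replicate 1 or 2 and 783 or 1054 without AD heart replicate 1 or 2, and brain 585 or 568 without AD brain replicate 1 or 2 and 288 or 265 without AD heart replicate 1 or 2. Heart then led testis without AD heart replicate 2 or AD brain replicate 2, and brain was not the lowest without AD brain replicate 1 or 2, but a peak on 1 array is enough for the tissue with an array left out, so these orders compare unlike rules.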

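In the bins, too, AD testis stood furthest from the remaining adult tissues, except without AD testis replicate 1, where AD heart did. No other adult tissue shares the slide series of AD testis, so its difference from them and its series cannot be told apart. By limma, 6236 bins were higher and 8693 lower in AD testis than in the mean of the other adult tissues, 14929 in all. The largest differences were 1.70 (SE 0.13) on chromosome 2 from 111115520 to 111116140 and -2.81 (SE 0.20) on chromosome 5 from 111993111 to 111993616. For AD brain, 1690 bins were higher and 1623 lower, 3313 in all, with the largest differences 1.61 (SE 0.19) on chromosome 17 from 55923841 to 55924431 and -1.56 (SE 0.18) on chromosome 12 from 70710012 to 70710412. Within a slide series, 300 bins were higher and 549 lower in AD brain than in AD heart, and 580 were higher and 1362 lower in AD testis than in ES cells. Of the bins called, 41.8% were higher in AD testis, against 68.9% from the authors' P scores and 28.4% without dim probes, and 51.0% were higher in AD brain, against 38.8% from the authors' P scores. The testis total was 6308 or 7363 without AD testis replicate 1 or 2, and the brain total was 279 with array weights and 7930 with each array's ratios divided by their SD, and 8176 or 409 without AD brain replicate 1 or 2, 2148 without AD liver replicate 2 and 1909 without AD testis replicate 1. AD brain against AD heart (849 bins, 35.3% higher) gave 143 with array weights (23.1% higher), and 1504 without AD brain replicate 1 and 314 without AD heart replicate 1. AD testis against ES cells (1942 bins, 29.9% higher) gave 10781 with array weights, and 527 or 465 without AD testis replicate 1 or 2 and 538 or 413 without ES cells replicate 1 or 2, with 41.1% with background correction, 51.4% after loess normalization, 59.2% from the authors' P scores, 47.6% with array weights and 46.1% with each array's ratios divided by their SD higher.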

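AD heart differed from the other adult tissues in 8524 bins, 4616 higher and 3908 lower, and AD liver in 4741, 2900 higher and 1841 lower (limma). In AD heart the largest differences were 1.67 (SE 0.18) on chromosome 15 from 76179064 to 76179569 and -1.70 (SE 0.24) on chromosome 2 from 118241321 to 118241921. In AD liver they were 1.58 (SE 0.18) on chromosome Y from 2184802 to 2185489 and -1.43 (SE 0.22) on chromosome 16 from 91965839 to 91966319. The share of called bins that were higher in AD heart, 54.2%, was 40.5% with background correction and 39.1% after loess normalization, and in AD liver it was 61.2%. The heart total was 2659 with background correction, and 3991 or 4047 without AD heart replicate 1 or 2, and the liver total was 1733 with background correction and 11744 with each array's ratios divided by their SD, and 8070 without AD brain replicate 1, 1099 or 505 without AD liver replicate 1 or 2 and 3063 without AD testis replicate 2. No other group shares a slide series with AD liver, so its difference from other tissues and its series cannot be told apart.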

There are a relatively high number of T-DMRs unique to testis (1,294) and a relatively low number unique to brain (285). Most of the T-DMRs (69.3%) are located within non-CpGi promoter regions, but 30.7% are within CpGi regions, among which 13.7% are within CpGi promoter regions and 17% are in non-promoter CpGi regions (intragenic and intergenic CpGi regions). Within the different tissues there are some notable differences. For example, approximately 94% of the testis-specific T-DMRs are in non-CpGi promoter regions, whereas each of the three somatic tissues is no more than 60%. 

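Segments methylated in AD brain, AD heart and AD liver, with no peak on either AD testis array, numbered 301, or 9.46% of adult segments. Another 177 segments were methylated in AD brain, AD heart and AD testis and not in AD liver. The number outside testis was 80 at a P score of 3, and 496 without AD liver replicate 2. The number outside liver was 79 at a P score of 3 and 520 where peaks on single arrays of other groups were ignored, and 443 or 336 without AD liver replicate 1 or 2 and 291 without AD testis replicate 1.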

T-DMRs that are present in brain, heart, and liver, but not testis, would include somatic methylation sites. The majority of these (B+H+L) are in CpGi regions (64.3%).

**Table 1:** Adult T-DMRs

Tissue	Total	CpGi Prom	%	Non-CpGi Prom	%	Intra-genic CpGi	%	Inter-genic CpGi	%
**Common**	460	18	3.9	230	50.0	163	35.4	49	10.7
**Brain unique**	285	68	23.9	173	60.7	23	8.1	21	7.4
**Heart unique**	822	223	27.1	428	52.1	115	14.0	56	6.8
**Liver unique**	711	155	21.8	428	60.2	66	9.3	62	8.7
**Testis unique**	1294	44	3.4	1215	93.9	20	1.5	15	1.2
**Total T-unique**	3112	490	15.7	2244	72.1	224	7.2	154	4.9
**B + H**	482	69	14.3	282	58.5	89	18.5	42	8.7
**B + L**	12	2	16.7	7	58.3	2	16.7	1	8.3
**B + T**	26	1	3.8	25	96.2	0	0.0	0	0.0
**H + L**	49	7	14.3	24	49.0	13	26.5	5	10.2
**H + T**	47	0	0.0	45	95.7	2	4.3	0	0.0
**L + T**	305	3	1.0	268	87.9	27	8.9	7	2.3
**B + H + L**	414	65	15.7	148	35.7	127	30.7	74	17.9
**B + H + T**	175	3	1.7	151	86.3	19	10.9	2	1.1
**B + L + T**	18	0	0.0	15	83.3	2	11.1	1	5.6
**H + L + T**	46	4	8.7	37	80.4	4	8.7	1	2.2
**Total**									
**multi-tissues**	1574	154	9.8	1002	63.7	285	18.1	133	8.4
**Total T-DMRs**	4686	644	13.7	3246	69.3	509	10.9	287	6.1

### The number and distribution of T-DMRs in ES cells

ES cells are derived from the inner cell mass of the early blastocyst that gives rise to the embryo. Following fertilization, the embryonic cells undergo a period of demethylation and make up/form the inner cell mass. Remethylation of somatic tissues is thought to resume following implantation [7]. Thus, we compared the methylation status of T-DMRs in E15 tissues with ES cells (Additional file 1). 

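ES cells, 2 arrays, were compared with E15 brain, heart, liver and testis, 2 arrays each. ES cells had 2177 regions in a peak on both arrays, E15 brain 3992, E15 heart 2419, E15 liver 4408 and E15 testis 2225. Segments were formed over these 5 groups as for the adult tissues. The ES cell number was 3887 or 3732 without ES cells replicate 1 or 2, E15 heart 4657 without E15 heart replicate 1 and E15 testis 4376 without E15 testis replicate 1. ES cells share a slide series with AD testis and with none of the E15 tissues.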

Overall, there are fewer T-DMRs (2750) from the comparison of ES cell and E15 tissues than T-DMRs in adult tissues (4686, Table 1). 

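ES cells and the E15 tissues together had 2161 T-DMR segments, below the number for the adult tissues, and 459 segments (17.5%) common to all 5. The adult segments were formed over 4 groups and these over 5, so the numbers are not like for like. Another 381 segments (14.5%) were methylated in all the E15 tissues and not in ES cells. The T-DMR number was 733 for segments of at least 4 probes and 9493 where peaks on single arrays of other groups were ignored, which is above the adult number under that last setting, and the common number was 65 at a P score of 3 and 704 with exact p-values. With 1 array left out the T-DMR segments numbered 3504 or 3750 without E15 heart replicate 1 or 2, 3722 without E15 testis replicate 2 and 3595 or 3608 without ES cells replicate 1 or 2. These lie above the adult number of 2841, as do the numbers without E15 liver replicate 1 or 2 or E15 testis replicate 1, where a peak on 1 array is enough for that group.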

We found more unique methylation peaks in ES cells (981) than in E15 tissues of brain (310), heart (131), liver (764), or testis (230). This indicates that there are many sites that are methylated in ES cells but are unmethylated in E15 tissues with most (85.5%) located in non-CpGi promoter regions.

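ES cells had the most segments methylated in them alone, 589, or 22.5% of the segments of these groups. E15 liver had 316, E15 testis 138, E15 brain 83 and E15 heart 55. The ES cell number was 214 at a P score of 3 and 1128 where peaks on single arrays of other groups were ignored, and E15 liver stood above it at a P score of 3 (252 against 214) and where peaks on single arrays of other groups were ignored (1475 against 1128). Leaving out 1 array gave ES cells 1395 or 1399 without ES cells replicate 1 or 2, liver 565 or 749 without E15 liver replicate 1 or 2, testis 506 or 766 without E15 testis replicate 1 or 2, brain 327 or 316 without E15 brain replicate 1 or 2, 127 without E15 heart replicate 2, 181 without E15 liver replicate 1 and 130 without E15 testis replicate 2, and heart 414 or 587 without E15 heart replicate 1 or 2. Liver then led without E15 liver replicate 2 and testis without E15 testis replicate 2, where a peak on 1 array is enough for that tissue and not for the others.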

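In the bins, ES cells were lower than the mean of the E15 tissues at 12112 sites and higher at 4712, 16824 in all (limma). The largest differences were 1.66 (SE 0.19) on chromosome 18 from 84226075 to 84226475 and -3.21 (SE 0.21) on chromosome 5 from 78342761 to 78343166. The share higher in ES cells, 28.0%, was 43.2% with background correction, 51.0% after loess normalization and 64.2% from the authors' P scores. Over bins, the SD of the ratios was 0.32 in ES cells against 0.51 to 0.65 in the E15 tissues. The direction therefore does not by itself show less methylation in ES cells. The total was 8941 from the authors' P scores, and 7737 or 8567 without ES cells replicate 1 or 2. From its numbers of peaks, the paper concludes that many sites are methylated in ES cells and unmethylated in the E15 tissues.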

### T-DMRs in regions outside CpGi regions and promoters

The NimbleGen promoter + CpGi array contains a tiling array that covers about 1.9 Mb of the mouse genome. This includes the *Hoxa *gene cluster on chromosome 6 (423 Kb), the *Igf2r *imprinted region on chromosome 17 (88 Kb) and imprinted regions on chromosome 7 (1,390 Kb). In these regions it is possible to identify tissue specific methylation peaks that are not associated with CpGi regions or promoters. For example, in the KvDMR region on chromosome 7 (Additional file 2), there are non-CpGi and non-promoter methylation peaks in testis and brain that are not present in liver in addition to T-DMRs in CpGi regions. 

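The 3 tiling regions hold 16404 probes, and they contained 191 adult T-DMR segments and 33 segments methylated in all the adult tissues. The T-DMR number was 87 for segments of at least 4 probes and 785 where peaks on single arrays of other groups were ignored. It was 317 or 330 without AD brain replicate 1 or 2, 306 without AD heart replicate 2 and 349 or 315 without AD liver replicate 1 or 2.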

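Across the KvDMR view, 294 probes on chromosome 7 of mm8 from 143077014 to 143108990, AD testis and AD brain had peaks that AD liver lacked. A pair of segments was methylated in AD testis alone, from 143082294 to 143082394, with a scaled log2 ratio of 0.38 ± 0.14 (SD, n = 2 arrays) in testis, and from 143089990 to 143090190, with 1.16 ± 0.09 (n = 2). From 143092791 to 143093011, AD brain was at 0.66 ± 0.40 (n = 2) and AD liver at 0.04 ± 0.08 (n = 2), and among brain stages only the adult had its peak there, but it is not a T-DMR segment, as a single array of another adult tissue had a peak there too. From 143105693 to 143105898, AD brain (1.69 ± 0.17) and AD heart (1.51 ± 0.45) were methylated, with AD liver at 0.93 ± 0.37 and AD testis at -0.43 ± 0.07 (n = 2 each). These segments rest on peaks of both arrays and were not tested for differences by themselves.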

The results shown in Additional file 3a indicate that there is similar distribution of T-DMRs in the tiling regions in CpGi and non-CpGi promoter regions as in the rest of the array-covered genome. However, there are additional methylation peaks within the tiling regions (Additional file 3b) in non-CpGi intragenic regions (15.7%) and in non-CpGi intergenic regions (12.9%). These results indicate that almost 30% of the T-DMRs may be missed by restricting analysis to CpGi and promoter regions.

### Developmental Stage-Specific Differentially Methylated Regions (DS-DMRs)

We used MeDIP to determine the number and location of methylated sites at the different developmental stages within each tissue **(**Table 2**)**. 

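For each tissue, the methylated regions of E15, NB and AD were laid over each other and divided in the same way, and segments were grouped by the set of methylated stages. Regions in a peak on both arrays numbered 3754 in NB brain, 3834 in NB heart, 4503 in NB liver and 3232 in NB testis. Only the heart stages lie within a single slide series, while in brain, liver and testis the E15 and NB arrays share a series that the AD arrays are not part of.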

DS-DMRs are genomic regions that are methylated at one or more developmental stage of a tissue, but unmethylated in at least one stage. It should be noted that DS-DMRs are selected as stage-specific differentially methylated regions within a tissue without regard to presence or absence in another tissue. This analysis provides a basis for determining changes in developmental stage specific methylation that occur within a tissue. These changes may reflect active or passive changes in DNA methylation as well as changes in the proportion of specific cell populations. The Pearson Coefficients between the duplicate biological replicates varied somewhat from sample to sample (Additional file 4). Therefore the total number of methylation peaks would be somewhat underestimated in samples with low relative to those with high Pearson Coefficients. We adjusted the total number of methylation peaks as if the Pearson Coefficients for all stages were the same as the best one in that tissue (see data labeled "Adjusted" in Table 2). Although the total number of peaks increases for the samples with lower Coefficients, the overall trends are comparable (Table 2 and Figure 2), indicating that our underestimation of methylation peaks does not have a significant impact on the distribution of methylation peaks into different genomic regions.

**Table 2:** The number of DS-DMRs in different tissues

	Total	Adjusted^#^	%^1^	CpGi-Prom	%^2^	non-CpGi-Prom	%^2^	Intra-genic CpGi	%^2^	Inter-genic CpGi	%^2^
**Brain:**											

**Common**	1903	NA	ND	182	9.6	1018	53.5	493	25.9	210	11.0
**E15_uniq**	533	533	27.5	105	19.7	359	67.4	35	6.6	34	6.4
**E15+NB**	490	509	25.3	66	13.5	368	75.1	29	5.9	27	5.5
**NB_uniq**	370	400	19.1	55	14.9	248	67.0	42	11.4	25	6.8
**AD_uniq**	408	532	21.1	94	23.0	233	57.1	52	12.7	29	7.1
**NB+AD**	70	82	3.6	5	7.1	40	57.1	16	22.9	9	12.9
**E15+AD**	65	77	3.4	11	16.9	46	70.8	7	10.8	1	1.5
Total*	**1936**	**2132**	**100.0**	**336**	**15.2**	**1294**	**62.6**	**181**	**13.9**	**125**	**8.4**
UnMe-AD**	1393	1442	72.0	226	16.2	975	70.0	106	7.6	86	6.2
Me-AD***	543	691	28.0	110	20.3	319	58.8	75	13.8	39	7.2

**Heart:**											

**Common**	1844	NA	ND	218	11.8	946	51.3	491	26.6	189	10.2
**E15_uniq**	46	81	6.9	27	58.7	8	17.4	2	4.3	9	19.6
**E15+NB**	87	125	13.0	17	19.5	61	70.1	4	4.6	5	5.7
**NB_uniq**	93	112	13.9	12	12.9	64	68.8	7	7.5	10	10.8
**AD_uniq**	172	172	25.6	45	26.2	83	48.3	33	19.2	11	6.4
**NB+AD**	246	253	36.7	44	17.9	132	53.7	54	22.0	16	6.5
**E15+AD**	27	34	4.0	6	22.2	15	55.6	5	18.5	1	3.7
Total*	**671**	**777**	**100.0**	**151**	**22.4**	**363**	**54.1**	**105**	**15.6**	**52**	**7.7**
UnMe-AD**	226	318	33.7	56	24.8	133	58.8	13	5.8	24	10.6
Me-AD***	445	459	66.3	95	21.3	230	51.7	92	20.7	28	6.3

**Liver:**											

**Common**	1497	NA	ND	141	9.4	726	48.5	425	28.4	205	13.7
**E15_uniq**	117	119	4.9	25	21.4	74	63.2	10	8.5	8	6.8
**E15+NB**	1419	1431	60.0	198	14.0	1034	72.9	125	8.8	62	4.4
**NB_uniq**	147	147	6.2	24	16.3	109	74.1	8	5.4	6	4.1
**AD_uniq**	468	813	19.7	70	15.0	322	68.8	45	9.6	31	6.6
**NB+AD**	36	46	1.5	2	5.6	30	83.3	3	8.3	1	2.8
**E15+AD**	194	249	8.1	13	6.7	130	67.0	31	16.0	20	10.3
Total*	**2381**	**2804**	**100.0**	**332**	**13.9**	**1699**	**71.4**	**222**	**9.3**	**128**	**5.4**
UnMe-AD**	1683	1696	70.7	247	14.7	1217	72.3	143	8.5	76	4.5
Me AD***	698	1107	29.3	85	12.	482	69.1	79	11.3	52	7.4
**Testis:**											
**Common**	570	NA	ND	20	3.5	363	63.7	148	26.0	39	6.8
**E15_uniq**	272	380	6.3	105	38.6	101	37.1	33	12.1	33	12.1
**E15+NB**	939	1094	22.0	193	20.6	480	51.1	157	16.7	109	11.6
**NB_uniq**	798	789	18.4	231	28.9	391	49.0	86	10.8	90	11.3
**AD_uniq**	2214	2336	50.9	71	3.2	1908	86.2	165	7.5	70	3.2
**NB+AD**	63	65	1.4	3	4.8	48	76.2	9	14.3	3	4.8
**E15+AD**	62	91	1.4	5	8.1	38	61.3	14	22.6	5	8.1
**Total**	**4348**	**4755**	**100.0**	**608**	**14.0**	**2966**	**68.2**	**464**	**10.7**	**310**	**7.1**
UnMe-AD**	2009	2263	40.8	529	26.3	972	48.4	276	13.7	232	11.5
Me-AD***	2339	2493	47.6	79	3.4	1994	85.3	188	8.0	78	3.3

**Grand Total:**											

**Common**	**5814**	**NA**	**ND**	**561**	**9.6**	**3053**	**52.5**	**1557**	**26.8**	**643**	**11.1**
**DS-DMRs**	**9336**	**10469**	**100.0**	**1427**	**15.3**	**6322**	**67.7**	**972**	**10.4**	**615**	**6.6**
UnMe-AD**	**5311**	**5719**	**56.9**	**1058**	**19.9**	**3297**	**62.1**	**538**	**10.1**	**418**	**7.9**
Me-AD***	**4025**	**4750**	**43.1**	**369**	**9.2**	**3025**	**75.2**	**434**	**10.8**	**197**	**4.9**

**%^1^**: percentage is based on the row total vs. total DMRs; %^2^: percentage is based on the total of DMRs in the row; Total*: Stage specific; UnMe-AD**: unmethylated in AD but methylated in E15 and/or NB; Me-AD***: methylated in Adult but unmethylated in E15 and/or NB; Adjusted#: number of DMRs adjusted based on the adjusted coefficiency between the duplicated samples.

**Figure 2:**
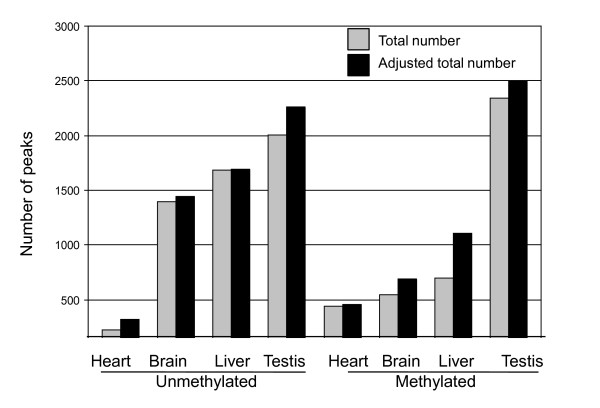
**DS-DMRs: Number of peaks that are Unmethylated or Methylated in adult Tissues**. Total numbers of unmethylated peaks and methylated peaks are shown in adult heart, brain, liver and testis. The grey bar indicates the actual total number of unmethylated and methylated peaks in each tissue. The black bar indicates total number of unmethylated and methylated peaks in each tissue after adjustment for differences in the Pearson Coefficient.

There were considerably more methylation sites that were common within a tissue at the different developmental stages than between different adult tissues (460 common sites, Table 1). 

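In brain, heart and liver, methylation was shared more widely between the stages of the tissue than between any 3 adult tissues, and testis lay within the range of the adult tissues. Of the segments formed over E15, NB and AD, 75.0% in heart, 63.6% in brain, 27.8% in liver and 14.7% in testis were methylated at all 3 stages. Since a share common to all falls as groups are added, the adult tissues were also taken 3 at a time, a comparison chosen after the data were examined. The share common to all 3 was then 25.6% for brain, heart and liver, 20.6% for brain, heart and testis, 12.4% for heart, liver and testis, and 11.6% for brain, liver and testis. Brain and heart lay above every adult set under every alternative and without any 1 array, although the brain share was 39.2% without AD brain replicate 2 and the heart share 40.1% without E15 heart replicate 2. Liver lay above them under every alternative but not without E15 liver replicate 1 (21.3%) or 2 (22.1%) or NB liver replicate 1 (23.1%) or 2 (23.4%). Testis lay below every adult set with background correction (5.92%), after loess normalization (1.97%) and without E15 testis replicate 2 (8.91%). Without AD brain replicate 2, the adult share of brain, heart and liver was 16.1% and that of brain, heart and testis 13.6%. The stages of heart alone share a slide series.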

Brain, heart, and liver each had 1,903, 1,844 and 1,497 common methylation sites, respectively, whereas testis had 570 (Table 2). 

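Brain had 2005 segments methylated at every stage, heart 1887, liver 1140 and testis 556. Brain gave 910 at a P score of 3, heart 764 at a P score of 3, liver 267 at a P score of 3 and testis 59 after loess normalization. Liver gave 1742 without AD liver replicate 2.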

Similar to the common sites for the adult tissues, about 50% of developmental stage common sites are in CpGi regions (CpGi promoter + intragenic and intergenic CpGi) and about 50% are in non-CpGi promoter regions (Table 1 and 2**)**. 

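In liver, 1656 segments were methylated at E15 and NB but not in the adult, 55.8% of all liver segments that differed between stages. Testis had 935 such segments, brain 446 and heart 55. The liver number was 936 with background correction and 3232 where peaks on single arrays of other groups were ignored, and 2921 or 2722 without AD liver replicate 1 or 2. For testis it was 1527 without E15 testis replicate 1, for brain 786 or 1787 without AD brain replicate 1 or 2, and for heart 177 or 83 without E15 heart replicate 1 or 2, 84 or 85 without NB heart replicate 1 or 2 and 230 or 270 without AD heart replicate 1 or 2.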

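In the bins, AD liver was lower than E15 and NB liver at 8269 sites and higher at 4268, 12537 in all (limma). The largest decrease was -3.04 (SE 0.21) on chromosome 5 from 65627351 to 65627966, and the largest increase was 2.08 (SE 0.31) on chromosome 13 from 13230017 to 13230317. Between NB and E15 liver, which share a slide series, 55 bins were higher and 8 lower at NB. AD liver is in a slide series by itself and its ratios spread least among the liver groups, so its stage and its series cannot be told apart. The share higher in AD liver, 34.0%, was 46.7% after loess normalization and 47.8% from the authors' P scores, and the total was 7560 from the authors' P scores, and 7794 or 7309 without AD liver replicate 1 or 2. The NB against E15 total of 63 (87.3% higher) was 36 in bins of 1500 bp and 966 with array weights, and 17 or 5 without E15 liver replicate 1 or 2 and 6 or 2 without NB liver replicate 1 or 2, with 64.5% from the authors' P scores and 56.4% with array weights higher.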

Somewhat surprising is the relatively high number of sites in liver (and brain and testis, to some degree) that are methylated in E15 + NB but unmethylated in adult (1,419). Together, in somatic tissues (heart, brain, and liver), there were almost 5,000 sites of methylation that exhibit stage specific differences. 

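The somatic tissues had 4743 segments whose methylation differed between stages, 2967 in liver, 1146 in brain and 630 in heart. Brain gave 1931 or 1946 without E15 brain replicate 1 or 2, 2180 or 2016 without NB brain replicate 1 or 2 and 2666 or 3242 without AD brain replicate 1 or 2. Heart gave 1621 or 2922 without E15 heart replicate 1 or 2, 1619 or 1280 without NB heart replicate 1 or 2 and 1639 or 1948 without AD heart replicate 1 or 2. For liver the number was 5314 or 5051 without AD liver replicate 1 or 2.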

Testis alone had 4,348 sites of stage specific methylated regions, most of which were methylated in adult and localized to non-CpGi promoters. 

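Testis had 3222 segments that differed between stages, more than any somatic tissue, although liver had more at a P score of 3, where peaks on single arrays of other groups were ignored, and without any 1 of the liver arrays, when a peak on 1 array is enough for that liver stage. Brain had more, 3242, without AD brain replicate 2. The largest part, 1696 (52.6%), was methylated in AD testis alone, 364 were methylated at NB alone and 147 at E15 alone. The testis total was 5199 or 5765 without E15 testis replicate 1 or 2, and the number in the adult alone was 2567 or 2672 without AD testis replicate 1 or 2. At NB alone it was 579 or 1297 without E15 testis replicate 1 or 2 and 816 or 712 without NB testis replicate 1 or 2, and at E15 alone 735 or 981 without E15 testis replicate 1 or 2 and 232 or 323 without NB testis replicate 1 or 2.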

Again, as for the adult tissues, the most frequent location for differential methylation was within non-CpGi promoter regions (54.1% to 71.4%), followed by CpGi promoter regions (13.9 to 22.4%), intragenic CpGi regions (9.3 to 15.6%), and intergenic CpGi regions (5.4 to 8.4%). In contrast to other tissues, the location of testis stage specific DS-DMRs appear to shift from a high proportion of CpGi location at early developmental stages (E15, 62.9% and NB, 51.0%) to a high proportion of non-CpGi promoter location in adult (86.2%).

### Many DS-DMRs are unmethylated in adult

We grouped the DS-DMRs within a tissue according to whether they were unmethylated in adult (UnMe-AD) but methylated at earlier developmental stages (E15, E15+NB, NB). These would represent sites of demethylation during development. Conversely sites that were methylated in adult (E15+AD, NB+AD, AD) but unmethylated at earlier developmental stages would be sites that were methylated during development. 

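Over the 4 tissues, segments unmethylated in the adult and methylated at E15, NB or both (UnMe-AD) numbered 4546, and segments methylated in the adult and unmethylated at E15, NB or both (Me-AD) numbered 3419. Brain, heart and liver together had 3100 UnMe-AD and 1643 Me-AD segments, 1.89 UnMe-AD for each Me-AD segment. UnMe-AD segments outnumbered Me-AD segments under every alternative, and they numbered 1972 for segments of at least 4 probes and 14611 where peaks on single arrays of other groups were ignored. The Me-AD number was 1657 at a P score of 3 and 8315 where peaks on single arrays of other groups were ignored.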

Surprisingly, there were more sites that became unmethylated (5,311) than became methylated (4,025) during development (Figure 2 and Table 2). Adjustment for differences in the Pearson Coefficient (Figure 2) does not significantly alter this general conclusion. Among the different tissues, there seem to be some significant differences with regard to the ratio of DMRs subjected to methylation and demethylation. In testis, there are an almost equal number of sites that become unmethylated (2,009) or methylated (2,339) in adult. However, in brain and liver there are a much larger number of sites undergoing demethylation in adult than that of methylation whereas in heart, there are a smaller number of sites undergoing demethylation than methylation. These results indicate dynamic changes in DNA methylation during development and that epigenetic changes resulting in unmethylated DS-DMRs are a major feature of differentiation into adult tissues.

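Testis had 1446 UnMe-AD and 1776 Me-AD segments, so 55.1% of its stage-specific segments were methylated in the adult. UnMe-AD led where peaks on single arrays of other groups were ignored (3571 against 3016), and at a P score of 3 there were 461 UnMe-AD and 963 Me-AD segments. The UnMe-AD number was 2841 or 3281 without E15 testis replicate 1 or 2, and the Me-AD number was 2693 or 2773 without AD testis replicate 1 or 2. UnMe-AD led without E15 testis replicate 1 or 2 or NB testis replicate 1, but a peak on 1 array is then enough at that stage and not at the others, so the balance is not compared under equal rules.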

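In the bins, 25228 differed between AD testis and E15 and NB testis, 16309 lower and 8919 higher in the adult (limma). The largest increase was 2.40 (SE 0.27) on chromosome 8 from 48850667 to 48851188, and the largest decrease, -3.81 (SE 0.21), was in the bin of chromosome 5 with the largest decrease against the other adult tissues. Between NB and E15 testis, within a slide series, 515 bins were higher and 90 lower at NB. The share higher in AD testis, 35.4%, was 31.9% with median centring, 50.0% with background correction, 58.4% after loess normalization and 64.5% from the authors' P scores. The balance thus turned after loess normalization and from the authors' P scores and was even with background correction. Ratios spread less over bins in AD testis (SD 0.43) than at E15 (0.57) and NB (0.61), which may also be part of the balance. The total was 13710 from the authors' P scores. The NB against E15 total of 605 (85.1% higher) was 84 with array weights, and 165 or 4408 without E15 testis replicate 1 or 2 and 236 or 17 without NB testis replicate 1 or 2, with 96.4% with array weights and 97.7% with each array's ratios divided by their SD higher. AD testis and the earlier testis stages lie in separate slide series and cannot be compared within a series.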

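UnMe-AD segments outnumbered Me-AD segments in brain, with 776 UnMe-AD and 370 Me-AD segments (2.10 UnMe-AD for each Me-AD), and in liver, with 2089 and 878 (2.38). In brain the UnMe-AD number was 273 for segments of at least 4 probes and 3720 where peaks on single arrays of other groups were ignored, and 1412 or 1398 without E15 brain replicate 1 or 2, 1515 or 1510 without NB brain replicate 1 or 2 and 1203 or 2332 without AD brain replicate 1 or 2. Brain Me-AD segments numbered 126 at a P score of 3 and 978 where peaks on single arrays of other groups were ignored, and 665 without NB brain replicate 1 and 1463 or 910 without AD brain replicate 1 or 2, and they outnumbered UnMe-AD segments without AD brain replicate 1, where a peak on 1 array is enough in AD brain. In liver, UnMe-AD segments numbered 1080 for segments of at least 4 probes and 5317 where peaks on single arrays of other groups were ignored, and 3475 or 3260 without AD liver replicate 1 or 2, and Me-AD segments 326 at a P score of 3 and 1673 where peaks on single arrays of other groups were ignored, and 1839 or 1791 without AD liver replicate 1 or 2.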

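In the bins of brain, 5827 were lower and 2160 higher in the adult than at E15 and NB, 7987 in all (limma). The largest differences were 2.20 (SE 0.18) on chromosome 15 from 103195509 to 103196014 and -2.15 (SE 0.16) on chromosome 15 from 79374753 to 79375068. Within a slide series, 586 bins were higher and 936 lower in NB than in E15 brain. The share higher in AD brain, 27.0%, was 39.7% with background correction, 41.2% after loess normalization, 73.1% from the authors' P scores and 50.2% from the authors' P scores with the E15 brain and heart columns exchanged, so the balance turned with the authors' scores as labelled and was even with the columns exchanged, and the total was 1043 from the authors' P scores, and 5105 without NB brain replicate 1. The NB against E15 total of 1522 (38.5% higher) was 298 from the authors' P scores with the E15 brain and heart columns exchanged and 7644 after loess normalization, and 131 or 30 without E15 brain replicate 1 or 2 and 488 or 51 without NB brain replicate 1 or 2, with 58.3% with background correction, 60.3% after loess normalization, 67.2% from the authors' P scores and 41.6% from the authors' P scores with the E15 brain and heart columns exchanged higher. AD brain and the earlier brain stages lie in separate slide series and cannot be compared within a series. Ratios also spread less over bins in AD brain (SD 0.48) than at E15 (0.65) and NB (0.55), which may be part of the balance.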

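Heart went the other way, with 235 UnMe-AD and 395 Me-AD segments (1.68 Me-AD for each UnMe-AD). In the bins of heart, whose stages share a slide series, 501 were higher and 407 lower in the adult, 908 in all (limma), led by 2.31 (SE 0.24) on chromosome 15 from 101050964 to 101051248 and -1.63 (SE 0.16) on chromosome 18 from 62305530 to 62306230. Between NB and E15 heart, 216 bins were higher and 37 lower at NB. UnMe-AD led Me-AD in heart from the authors' P scores (647 against 569), whose E15 heart columns follow the E15 brain scanner files, and not with the columns exchanged (224 against 454), and UnMe-AD segments numbered 37 for segments of at least 4 probes and 2003 where peaks on single arrays of other groups were ignored and Me-AD 137 for segments of at least 4 probes and 2648 where peaks on single arrays of other groups were ignored. Without 1 array the UnMe-AD number was 906 or 1124 without E15 heart replicate 1 or 2, 903 or 578 without NB heart replicate 1 or 2 and 572 or 630 without AD heart replicate 1 or 2, and the Me-AD number 715 or 1798 without E15 heart replicate 1 or 2, 716 or 702 without NB heart replicate 1 or 2 and 1067 or 1318 without AD heart replicate 1 or 2. UnMe-AD led without E15 heart replicate 1 or NB heart replicate 1, where a peak on 1 array is enough at that stage.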

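Tested directly, the stage difference differed between liver and heart in 6615 bins, 4421 of them lower in liver relative to heart. Between brain and heart it differed in 2139 bins, 1535 of them lower in brain relative to heart (limma). The heart stages share a slide series and those of liver and brain do not, so neither test separates tissue from series. The share higher in AD heart than at earlier stages, 55.2%, was 80.3% with background correction, 70.3% after loess normalization, 72.6% from the authors' P scores and 83.4% from the authors' P scores with the E15 brain and heart columns exchanged, and the heart total was 518 from the authors' P scores with the E15 brain and heart columns exchanged and 2102 after loess normalization, and 1449 without E15 heart replicate 2 and 209 without AD heart replicate 1. NB against E15 heart (253 bins, 85.4% higher) gave 67 with array weights and 1065 from the authors' P scores, and 2259 without E15 heart replicate 2 and 532 or 9 without NB heart replicate 1 or 2, with 47.7% from the authors' P scores and 72.9% from the authors' P scores with the E15 brain and heart columns exchanged higher. The liver against heart total (33.2% higher) was 3474 with background correction, and 3794 without AD liver replicate 2, with 47.5% from the authors' P scores and 40.0% from the authors' P scores with the E15 brain and heart columns exchanged higher. The brain against heart total (28.2% higher) was 282 from the authors' P scores and 5660 after loess normalization, and 1228 without E15 brain replicate 2, 3639 without E15 heart replicate 2, 1237 without NB brain replicate 1 and 1301 without AD heart replicate 1, with 58.5% from the authors' P scores and 43.9% from the authors' P scores with the E15 brain and heart columns exchanged higher. From the numbers of peaks in these tissues, the paper concludes that loss of methylation is a major feature of differentiation into adult tissues.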

### Overlap between DS-DMRs in different tissues

The DS-DMRs indicate differential stage-specific sites of methylation within a tissue without regard to whether it is tissue specific. To determine how many of the DS-DMRs are tissue specific, we determined the extent of overlapping DS-DMR (i.e., methylation) between tissues (Table 3). The results indicate for all four tissues together, the majority (7,857 or 80.3%) of the 9,784 DS-DMRs are unique to a single tissue whereas the remaining 1,927 DS-DMRs are present in two or more but not all tissues, and thus are also tissue-specific. Together, it indicates that all of the 9,784 DS-DMRs are also T-DMRs. 

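Most segments called as differing between stages were called in a single tissue, except where peaks on single arrays of other groups were ignored. No call in another tissue does not show that a stage difference was absent there. In the bins, 3471 of the 5827 lower in AD brain were also lower in AD liver, against 910 if calls were independent. Brain and testis shared fewer higher bins than independent calls would, 140 against 364. These overlaps were chosen after the data were examined, and series may be part of them. Laid over each other and divided where the set of tissues changes, the DS-DMR segments gave 8175 pieces, of which 6726 (82.3%) lay in 1 tissue alone, 1444 in several but not all, and 5 in all 4 tissues. A piece could be as short as 1 probe, while segments held at least 2. Testis had 2904 pieces in it alone, liver 2529, brain 825 and heart 468. Counted as whole segments, 5216 of 7965 (65.5%, Wilson 95% interval 64.4 to 66.5, counting error only) overlapped no DS-DMR segment of another tissue, with 72.2% in testis, 64.6% in liver, 58.7% in heart and 52.5% in brain. The whole-segment share was 20.5% where peaks on single arrays of other groups were ignored, and pieces in all tissues numbered 0 for segments of at least 4 probes and 768 where peaks on single arrays of other groups were ignored, and 11 or 18 without E15 heart replicate 1 or 2, 11 or 9 without NB brain replicate 1 or 2, 12 or 11 without NB heart replicate 1 or 2, 8 without NB testis replicate 1 and 14 or 11 without AD heart replicate 1 or 2. Leaving out 1 array gave several tissues 2353 without E15 heart replicate 2 and 2274 without AD brain replicate 2, testis 4834 without E15 testis replicate 2, liver 4692 or 4439 without AD liver replicate 1 or 2, brain 1447 or 1478 without E15 brain replicate 1 or 2, 1626 or 1543 without NB brain replicate 1 or 2 and 2101 or 2460 without AD brain replicate 1 or 2, and heart 1242 or 2324 without E15 heart replicate 1 or 2, 1284 or 997 without NB heart replicate 1 or 2 and 1273 or 1567 without AD heart replicate 1 or 2. As no DS-DMR was found in all tissues in its own comparison, the paper concludes that all DS-DMRs are also T-DMRs.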

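With testis left out, the DS-DMR segments of brain, heart and liver gave 4677 pieces. Of these, 4140 (88.5%) lay in 1 tissue alone and 513 in a pair of tissues. The number of pieces was 7089 without E15 heart replicate 2, those in 1 tissue 6272 without AD liver replicate 1, and those in a pair 1091 without E15 heart replicate 2 and 837 or 1074 without AD brain replicate 1 or 2.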

If testis is excluded, there are 4,232 out of 5,519 DS-DMRs that are unique to a single tissue and 613 peaks being present from one or more but not all tissues (Additional file 5a). In this case, we did find a small number of peaks (21) that are common to all three tissues, suggesting that the 3 somatic tissues share more commonality among each other than with testis. 

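Brain, heart and liver shared 24 pieces that were DS-DMRs in each of them. This number was 3 for segments of at least 4 probes and 1535 where peaks on single arrays of other groups were ignored. With 1 array left out it was 56 or 89 without E15 heart replicate 1 or 2, 38 without NB brain replicate 1, 54 or 45 without NB heart replicate 1 or 2, 39 or 49 without AD brain replicate 1 or 2, 44 or 53 without AD heart replicate 1 or 2 and 37 without AD liver replicate 2. From the peaks common to the somatic tissues, the paper proposes that these tissues have more in common with each other than with testis.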

We also examined the overlap for the 5,761 DMRs that are common to all stages in a tissue (Additional file 5b). 

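The segments methylated at all stages of a tissue gave 5748 pieces over the 4 tissues, and 2873 of them (50.0%) lay in 1 tissue alone while 2649 lay in several but not all. A piece is a stretch, of 1 probe or more, over which the set of tissues stays the same.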

The majority of these DMRs are also tissue-specific (5,487/5,761 or 95.2%). However, compared to DS-DMRs, the percentage of these DMRs being tissue-unique is much lower, approximately 15% for each of the somatic tissues and only 1.9% for testis. 

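Of whole segments methylated at every stage, 28.7% in liver, 21.0% in brain, 18.5% in heart and 7.01% in testis overlapped no such segment of another tissue. In every tissue this share was below the one for DS-DMR segments, except in brain, heart and liver where peaks on single arrays of other groups were ignored. The liver share was 16.8 without AD brain replicate 1, heart 29.0 without E15 heart replicate 1 and 10.9 without AD brain replicate 1, brain 10.8 without E15 heart replicate 1, and testis 11.9 without E15 testis replicate 1.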

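Methylation at every stage and in all of brain, heart, liver and testis was found in 226 pieces, against 581 for the somatic tissues with testis left out. The number in all tissues was 18 after loess normalization and 364 with exact p-values.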

Only a small proportion (274 or 4.8%) are common to all developmental stages and all tissues. Overall, since all of the 9,784 DS-DMRs and 5,487 of the 5,761 DMRs common to all developmental stages in a tissue are also T-DMRs, we identified a total of 15,271 T-DMRs.

**Table 3:** Overlap among DS-DMRs from different tissues

Tissue	all DS-DMRs	Tissue-Unique	Multiple tissues#	T-DMR%
**Brain**	1973	1065	908	100
**Heart**	867	533	334	100
**Liver**	3570	2160	1410	100
**Testis**	5469	4099	1370	100
**Total**	11879*/9784**	7857	4022*/1927**	

#: peak present in 2 or more but not all tissues; *: contains redundancy due to overlap; The numbers are larger than those in Table 2 due to certain peak splitting; **: a non-redundant (unique) list of all sites from the four tissues.

### Tissue-Specific differences in DNA methylation within the Hoxa gene cluster

Homeobox genes have important roles in regulating development [41,42]. One of the tiled regions available on the NimbleGen array includes the Hoxa gene cluster on chromosome 6. Additional file 6 shows the scaled log2 ratios from the NimbleGen SignalMap view of an approximately 100 Kb region that includes the *Hoxa *gene cluster. There are 8 adult T-DMRs in this region that were present in both biological replicate DNA samples of the involved tissue(s). Even though this region is CpGi rich, none of the peaks were within CpGi regions and only one was localized in a promoter region (Additional file 7; peak 7, *Hoxa7*). The other methylation peaks were within introns (peaks 2, 3, and 4) or associated with the 3' end (exon) of the gene (peaks 1, 5, 6, and 8). Four of the peaks (peaks 2-5) were testis specific, one (peak 6) was heart specific, one (peak 7) was present in heart and liver, and one (peak 8) was in heart and brain. 

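The Hoxa genes encode homeodomain transcription factors that pattern the body axis. Over the view of the cluster, 1126 probes on chromosome 6 of mm8 from 52080078 to 52199978, there were 8 adult T-DMR segments, and most were methylated in AD testis alone. The 5 testis segments start at 52109773, 52124084, 52126368, 52131665 and 52197885, and the scaled log2 ratio of AD testis in the first was 1.15 ± 0.18 (SD, n = 2 arrays), in the second 0.86 ± 0.10 and in the third 0.79 ± 0.04 (n = 2 each). A pair of segments was methylated in AD heart alone, from 52135064 to 52135364 (0.88 ± 0.03, n = 2) and from 52149761 to 52149986 (0.97 ± 0.15, n = 2), where AD liver was at 0.09 ± 0.04 (n = 2). From 52152067 to 52152362, AD brain (0.85 ± 0.36) and AD heart (0.95 ± 0.43) were both methylated (n = 2 each). Among the 160 bins of the view, 29 were higher and 21 lower in AD testis than in the other adult tissues (limma). Over all bins, 28.2% were called in that comparison. Genes were not assigned to the segments, since positions on mm8 were not used here.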

All sequences corresponding to these peaks were highly conserved, suggesting a regulatory function. Analysis of methylation differences within the *Hoxa *gene cluster during development (Figure 3) indicates that two additional DS-DMRs not seen as T-DMRs for adult tissues were observed when samples from all three developmental stages were examined (Additional file 6; Additional file 7). One of these is specific to NB liver (peak N1) and the other is a large region (peak N2) methylated in E15 and NB of liver and testis and in AD heart, and demethylated in adult liver and testis. 

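In the Hoxa cluster, liver and testis each had peaks at E15 and NB that the adult stage of the same tissue lacked. From 52134884 to 52136074, 13 probes were methylated in liver at 0.79 ± 0.12 (SD, n = 2 arrays) at E15 and 1.44 ± 0.02 at NB, and AD liver was at 0.05 ± 0.02 (n = 2 each). Within that stretch, from 52135274 to 52135364, testis was at 1.22 ± 0.23 at E15, 1.36 ± 0.05 at NB and -0.14 ± 0.34 in the adult (n = 2 each). A further segment from 52134569 to 52134769 had its liver peak at NB alone, at 1.48 ± 0.01 (n = 2), with AD liver at 0.07 ± 0.04 (n = 2). NB liver, NB testis and AD testis had 5 regions each in a peak on both arrays, ES cells had 4, AD heart 3 and AD liver none. In the 160 bins of the cluster, 22 were lower and 7 higher in AD liver than in earlier liver, and 40 were lower and 30 higher in AD testis than in earlier testis (limma). Over all bins, 23.7% were called in liver and 47.7% in testis, so neither number stands above the rest of the array. The adult arrays of both tissues lie in other slide series than the earlier ones.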

Overall, our results indicate extensive tissue and developmental stage specific methylation in the *Hoxa *gene cluster that is not associated with promoter or CpGi regions.

**Figure 3:**
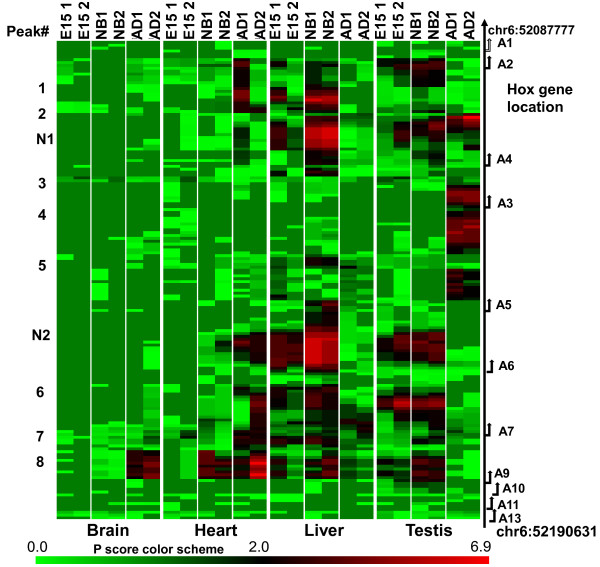
**DS-DMRs: Heat Map of methyation signal in the *Hoxa *gene region during development in different tissues**. A heat map was constructed based on the NimbleGen P scores of probes, in the *Hoxa *gene cluster region. Probes included in the heat map either have a P score ≥2 for both of the duplicated samples or at least one tissue/developmental stage or fall into the promoter region of a *Hoxa *gene. Each row of the color tiles in the heat map represents a NimbleGen probe, while each column represents a sample. The tissue name is labeled at the bottom, while the developmental stage is indicated at the top. The labeled arrows at the right side indicate the position of the TSS and direction of the *Hoxa *gene transcription. The T-DMRs and DS-DMRs methylation peaks corresponding to those in Additional file 14b are indicated by the numbers on the left side.

### DNA methylation within the Protocadherin gene cluster

Protocadherins are a large gene family involved in cell adhesion and signaling, particularly during neural development. There are three large clusters totaling more than 50 genes (alpha, beta and gamma) that span about 1 MB on Chromosome 18 in the mouse. Additional file 8 shows the MeDIP methylation profile from a portion of the *Pcdha *and *Pchdhg *gene clusters. Many of the alternative promoters are associated with CpG islands. Most of the alternative promoters are completely unmethylated in the adult testis, but some are differentially methylated in the liver (*Pcdhga3 *and *Pcdhgb2*, peaks 8 and 11; Additional file 8 and Additional file 9). 

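The protocadherin clusters held the most peaks in brain, heart, E15 liver and NB liver and the fewest in AD testis. Over 1324 probes on chromosome 18 of mm8 from 36907966 to 38096706, AD brain had 32 regions in a peak on both arrays, AD heart 34, AD liver 15 and AD testis 5. Earlier stages had 43 and 41 in brain at E15 and NB, 29 and 38 in heart, 48 and 47 in liver, and 23 and 26 in testis, and ES cells had 14. Of 25 adult segments, 10 were methylated in brain with heart, 7 in all the somatic tissues, 2 in heart alone and 2 in liver alone. The liver segments run from 37799615 to 37800108 (0.57 ± 0.10, SD, n = 2 arrays) and from 37816150 to 37816240 (1.35 ± 0.17, n = 2). Among 187 bins, 69 were lower and 48 higher in AD testis than in the other adult tissues (limma). Against E15 and NB of the same tissue, 79 were lower and 0 higher in AD brain, 58 lower and 9 higher in AD liver, 78 lower and 48 higher in AD testis, and 2 lower and 0 higher in AD heart, whose stages alone share a slide series. AD testis replicate 1 by itself had 16 peaks and replicate 2 had 9, and the AD liver arrays had 26 and 30.

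**Figure D1:**
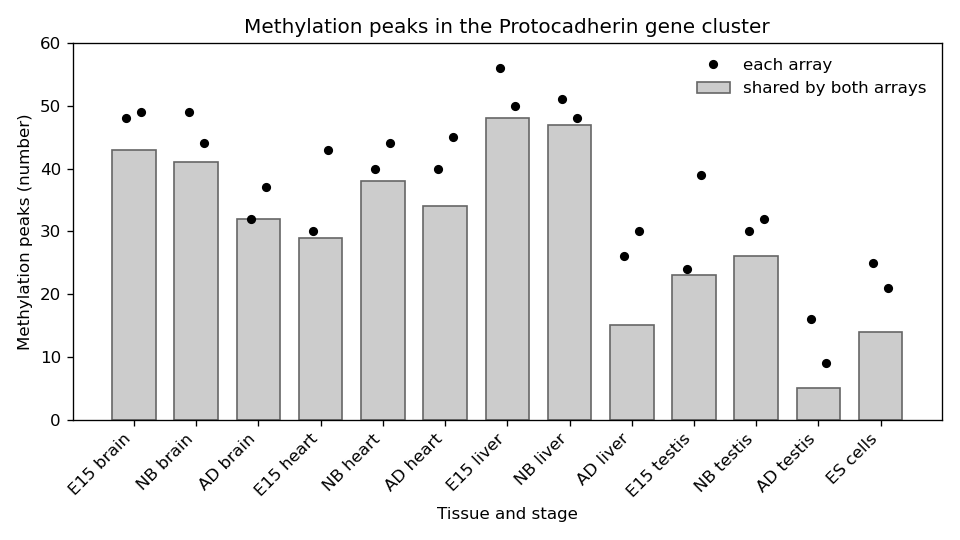
Methylation peaks in the protocadherin clusters by tissue and stage. The x axis gives the group and the y axis the number of peaks. Bars count regions in a peak on both arrays of a group and dots count the peaks of each array, from 5 shared regions in AD testis to 48 in E15 liver.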

Note that the promoter for *Pcdhga6 *(peak 13) is methylated in the testis but unmethylated in liver, brain, and heart. These results indicate that alternative promoters within the Protocadherin gene cluster are targets for DNA methylation.

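AD testis was methylated alone at 3 segments of the protocadherin clusters. They start at 37614444, 37638449 (0.81 ± 0.07, SD, n = 2 arrays) and 37832423 (mean 0.66), and no AD brain, AD heart or AD liver array had a peak there. Which promoter each segment lies in was not assigned here. From the methylation of these promoters, the paper concludes that alternative promoters of the clusters are targets for DNA methylation.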

### Relationship between T-DMRs/DS-DMRs and gene expression

To test whether the T-DMRs and DS-DMRs have any relationship with and the expression of their associated genes, we identified (from NCBI GEO database) and analyzed two published expression data sets, which have the best match to the samples we used in this study with regard to animal strain, tissue type and developmental stage.

For T-DMRs, we used GSE9954 [43] designed for the analysis of 22 different tissues from adult C57BL/6 mice, and we performed a small-scale manual examination, as well as computational analysis for all T-DMRs. Manual examination of individual genes revealed a variety of situations, with no obvious consistent pattern, likely due to reasons discussed later. Nevertheless, the data from the analysis of all T-DMRs seems to reveal two general trends: 1) Genes containing T-DMRs in non-CpGi promoters tend to have lower expression in the tissue to which the T-DMRs are unique than in other three tissues (Additional file 10 panel A-C); 2) Within the same tissue, genes containing T-DMRs in non-CpGi promoters have lower expression than those containing T-DMRs in either in CpGi promoters or in intragenic CpGi and those containing no T-DMRs (Additional file 10 panel D). The first trend is well shown in brain and liver, but less consistent in heart and brain, while the second trend is consistently observed in all four tissues. T-DMRs in CpGi promoters do not seem to associate with a significantly lower expression except for those from liver, while T-DMRs in intra-genic CpGi do not seem to have a significant impact on gene expression either way in any tissue examined. The trend for DS-DMRs, based on analysis of a liver development expression data set (GSE13149 [44]), seems to be less clear except for adult unique DS-DMR, which are mostly T-DMRs as described earlier and show a similar pattern as T-DMRs (data now shown), suggesting that there might be some differences between T-DMRs and DS-DMRs in the ways they impact gene expression.

## Discussion

### Total number of T-DMRs and DS-DMRs

MeDIP methylation analysis in conjunction with NimbleGen promoter + CpGi microarrays were used to identify adult tissue specific differentially methylated regions (T-DMRs) and developmental stage specific DMRs (DS-DMRs). We used relatively conservative criteria to identify methylation peaks requiring both independently derived biological replicates to contain the same or overlapping methylation peaks. Other investigators have indicated that MeDIP may miss differentially methylated regions in regions of low CpG density [45]. Thus we may underestimate the total number of T-DMRs and DS-DMRs to some extent. Nevertheless, our study identified almost 5,000 adult T-DMRs and 10,000 DS-DMRs that represent a total of over 15,000 T-DMRs in four adult tissues (brain, heart, liver, and testis; Tables 1 and 2). Since tissues are made up of many cell types and it is likely that there are cell type specific epigenetic differences, the methylation peaks we identified probably correspond to the major cell types in the tissue, while many methylation peaks corresponding to minor cell types would be missed. Considering that we only sampled 4 tissues and 3 developmental stages (E15, NB, AD), and that the analysis does not include methylation peaks in regions outside promoter and CpGi regions (except in tiling regions), it is quite likely that there are many additional T-DMRs and DS-DMRs that were not identified in this study. These results demonstrate that there are numerous DNA methylation differences between adult tissues (T-DMRs) and within the same tissue at different stages of development (DS-DMRs), indicating that alterations in DNA methylation are a major feature of development.

### Genomic locations of T-DMRs and DS-DMRs

Overall most T-DMRs and DS-DMRs (about 70%) are located within non-CpGi promoter regions (Table 1 and 2), which is consistent with results of other studies [12,28,30,33,39]. However, we also found that about 30% of T-DMRs (1,440/4,686) and DS-DMRs (3,014/9,336) are located in CpGi regions (i.e. the sum of all CpGi-associated DMRs vs. the total number of DMRs; Table 1 and 2). This corresponds to more than 15% of the 15,979 CpGi regions on the NimbleGen array and is a relatively large number considering the limited number of tissues and developmental stages surveyed and other factors cited above. In fact, among the 15,979 CpGi regions annotated in UCSC mm8 freeze, a total of 5,523 (34.6%) were partially or entirely methylated in one or more of the 24 samples analyzed in this study (4 tissues each with duplicated samples for 3 developmental stages; data not shown). Thus, tissue- and developmental stage-specific CpGi methylation may be a very common event during development.

Analysis of methylation in the few tiling regions available on the NimbleGen array made it possible to determine whether there was significant tissue specific methylation outside of promoter and CpG island regions. Our results indicate that as much as 30% of the T-DMRs are missed by restricting analysis to promoter and CpGi regions (Additional file 3b).

The location of methylation peaks differs according to tissue distribution. About 50% of the adult common methylation sites are within CpGi regions whereas only 30% of the T-DMRs are located within CpGi regions (Table 1). Similarly, about 48% of the methylation peaks that are common among all developmental stages within a tissue are located in CpGi regions (Table 2**)**. The significance of this difference between common methylation and differential methylation is not presently clear. Possibly this reflects a difference between transient changes in methylation that are tissue specific and more stable changes in methylation that are common to tissues.

The distribution of the location of T-DMRs and DS-DMRs in testis is dramatically different from somatic tissues. Almost 94% of the adult testis T-DMRs are associated with non-CpGi promoter regions (Table 1 and 2). About 68% of the testis DS-DMRs are associated with non-CpGi promoter regions, which represents an average of E15, NB, and AD developmental stages. Unlike somatic tissues there appears to be a clear pattern shift in the distribution of testis DS-DMRs during development. In E15 testis only about 37% of the DS-DMRs are located in non-CpGi promoters whereas the percentage increases in NB (49%) and AD (86%). This may reflect post-natal onset of meiosis and other developmental changes. This general bias of DMRs towards non-CpGi promoter vs. CpGi promoter is significant since the majority (10,915 or 68.5%) of 19,528 promoters (all RefSeqs promoters included in the array) are CpGi promoters (based on our criteria region of 1kb flanking each side of transcription start site).

T-DMRs correspond to sites of methylation that vary between tissues, whereas DS-DMRs correspond to sites of methylation within a single tissue that differ according to developmental stage. We determined the extent of overlap between DS-DMRs from different tissues by combining all DS-DMRs for the same tissue and excluding common methylation sites within a tissue (Table 3 and Additional file 5a and 5b). We reasoned that the degree of overlap of DS-DMRs among tissues would shed light on the level of tissue specificity of DNA methylation during development. We found a very low level of overlap among different tissues (1,927/9,784 or 13.2%), indicating that most DS-DMRs are tissue-unique and tissue-specific (Table 3). Even for DMRs that are shared among all three developmental stages in a tissue (Additional file 5b), almost 50% are tissue unique and almost all are tissue specific (95.2%). In addition, a large fraction of the tissue specific DS-DMRs were unique to a single tissue (7,857/9,784 or 80%). However, we would expect this percentage to decrease as more tissues are added to the analysis. These results suggest that almost all DNA methylation in non-repetitive regions is tissue specific. We have previously shown, using RLGS, that methylation of some genomic regions containing repetitive sequences is also tissue-specific [32].

Recent studies [22,25] identified 16,379 T-DMRs in four human adult tissues (brain, liver, spleen, and colon) using a method termed "Comprehensive High-throughput Arrays for Relative Methylation" or CHARM. Although the methods, species and tissues used for this analysis were different from those presented here, the total number of T-DMRs is surprisingly similar (15,271 vs. 16,379), emphasizing extensive tissue specific DNA differences in DNA methylation. However, the CHARM analysis of human tissues found that 76% of the T-DMRs were located within 2 kb of CpGi regions that were denoted CpGi shores. The array design used in our study limits analysis to promoter, CpGi regions, and very limited tiled genomic regions and would appear to exclude most CpGi shores. However, we reason that many CpGi shores may be within the promoter regions in our studies. For both the promoter and tiling regions, we observed a slightly higher density of DS-DMRs in CpGi shores than in CpGi regions (data not shown). Since at the genome scale, the CpGi shore region is much larger (~6X) than the CpGi region, we can expect to have a larger number of DS-DMRs in the CpGi shores than in the CpGi, supporting the conclusion of Irizarry et al [25] in principle that there are more T-DMRs in CpGi shores.

### Gene ontology of T-DMRs and DS-DMRs

Gene ontology (GO) analysis was performed to identify any common theme among the identified T-DMRs. In this analysis, we divided all DMRs associated with genes into three groups (non-CpGi promoter, CpGi promoter, and intragenic CpGi), since as noted by others [37,38], methylation in different gene locations may impact the gene expression regulation differently. We found more or less similar enrichment categories for different tissues, especially among somatic tissues. For both T-DMRs and DS-DMRs, the most consistent GO enrichment pattern is seen among those in non-CpGi promoters (Additional file 11 and Additional file 12) with enrichment for "membrane proteins, G-proteins, olfactory proteins" among UnMe-AD (DS-DMRs) and "extracellular space/region" for both T-DMRs and DS-DMRS (Me-AD). Apparently, these enrichment patterns reflect a pattern that is observed for all genes with non-CpGi promoters (data not shown). Additional GO enrichment was observed for somatic DS-DMRs in intragenic CpGi regions on "regulation of biological and cellular processes, ion-binding and transport". This data supports the notion that intra-genic CpGi methylation tends to promote the expression of the involved gene [46,47], and may participate in gene regulation during differentiation and development.

### "Demethylation" of previously methylated sites (DS-DMRs) is a common feature of tissue differentiation

Quite surprisingly, our studies indicate that many DS-DMRs that are methylated at early stages of development (E15 and NB) are unmethylated in adult tissues (Table 2 and Figure 2). This is particularly evident in brain and liver where there are almost 3 times as many DS-DMRs that become "unmethylated" in adult as become "methylated" in adult. This is somewhat contrary to expectations that differentiation into adult tissues would reflect promoter methylation and silencing of genes not associated with the final gene expression pattern. In contrast, it suggests that the final gene expression pattern depends on extensive demethylation events during differentiation. Although methylation of gene promoter regions is associated with gene repression, gene body methylation is associated with gene expression [37,38,48]. In addition, recent reports indicate that there are extensive allelic differences in gene expression in human that result from allelic differences in methylation, due to imprinting or DNA sequence variation [49,50]. Thus, demethylation of previously methylated sites could reflect either increased or decreased gene expression, depending on site location. Our observations that demethylation is a common feature of tissue differentiation are consistent with the recent report that liver development in human is characterized predominantly by demethylation [20].

### Methylation of ES cells

ES cells are pluripotent and are derived from the blastomeres of the early embryo that are thought to be extensively demethylated due to active and passive demethylation that follows fertilization. Therefore, we decided to compare the methylation peaks from ES cells with those found in E15 embryonic tissues (brain, heart, liver, and testis) to determine the extent of methylation differences during early stages of tissue differentiation (Additional file 1). We found that the number of E15 T-DMRs (1,769) is less than half of that found in adult (4,686), which is consistent with E15 tissues being generally less methylated than adult. ES cells also had a low level of methylation with 981 T-DMRs. However, somewhat surprisingly, ES cells had more methylation peaks (981, Additional file 1) than any of the E15 tissues. This would suggest that many genomic sites that are methylated in ES cells become demethylated during early development. We previously found that many (60%) of the adult T-DMRs identified by RLGS were methylated in ES cells, suggesting these were demethylated during tissue differentiation [32]. It is also possible that some or many of the sites that are methylated in ES cells are due to growth in tissue culture. It has previously been shown that tumor cells grown in tissue culture accumulate excessive aberrant methylation that is unrelated to tumorigenesis [40]. Also, growth of mouse neural progenitor cells in culture after extended passages results in aberrant methylation [26] and investigators found extensive differences in the genomic methylation patterns of independently isolated human ES cell lines [20]. At the present time, it is unclear whether sites of methylation in ES cells is aberrant due to extended growth in culture or whether demethylation during early differentiation in ES cells is an important process as in later stages of tissue differentiation noted above.

Methylation analysis of stem cells revealed extensive Cytosine methylation in a non-CpG context [35,48,51] that was mainly located within gene bodies [35]. The non-CpG methylation appears to be mostly confined to stem cells and disappears upon differentiation. Our analysis of mouse ES cells indicated a very low level of intragenic CpGi methylation. This suggests that most of the non-CpG gene body methylation was in non-CpGi intragenic regions that were not on the NimbleGen array or that our analysis did not resolve non-CpG methylation.

### Non-Promoter and non-CpGi methylation in the Hoxa gene cluster

A 100 Kb region on chromosome 6 that includes the *Hoxa *gene cluster is essentially a tiling array on the NimbleGen promoter plus CpGi array. This region includes 16 RefSeq genes and 22 UCSC-annotated CpGi regions (Additional file 6). Somewhat surprisingly all 8 methylation peaks were in non-CpGi regions and only one was in a promoter region (Additional file 6 Additional file 7). In addition, developmental analysis of *Hoxa *gene methylation indicated stage-specific methylation differences **(**Figure 3). These differentially methylated regions include 3' exons and intron regions. Since these regions are highly conserved and *Hox *genes are known to have important roles in development [41,42], these results suggest that methylation in non-promoter, non-CpGi regions may have novel, currently undefined roles in regulating development. A recent report also indicates differential development-associated methylation within *Hox *gene clusters in human [48].

### DNA methylation and alternative promoter use

Interrogation of the MeDIP/NimbleGen array data suggests that DNA methylation may be associated with alternative promoter use. Analysis of methylation within the Protocadherin gene clusters on chromosome 18 indicates extensive methylation within CpGi promoter and non-CpGi promoter regions, particularly within somatic tissues (Additional file 8 Additional file 9). Some differential tissue specific methylation in this region is also noted. Pcdha mRNAs are synthesized by the activation of one of the alternative promoters on only one of the two chromosomes resulting in monoallelic expression [52]. Although the mechanistic basis for this selection is unknown, it is hypothesized that it provides a foundation for neuron adhesive diversity that is required for complex synaptic interactions [52]. Recent genome-wide methylation analysis using CHARM [25] also indicates an association between tissue specific DNA methylation and alternative transcripts. That study indicated that most tissue specific differentially methylated regions were located in CpGi shores and that 68% of the shores were within 500 bp of alternative promoter sites.

### The impact of T-DMRs and DS-DMRs on gene expression

To understand the biological function of T-DMRs and DS-DMRs, one obvious approach is to examine their impact on gene expression. Efforts to address this question at a genome scale is complicated by several factors that can obscure correlations.

First, one gene may be subjected to DNA methylation in multiple regions with the T-DMR or DS-DMR in question being just one of those. Therefore, the level of gene expression may depend on methylation status in other regions of the gene. Second, existence of multiple splicing isoforms, particularly those associated with alternative promoters, as well as the use of multiple expression probes for the same gene makes this one-gene vs. one DMR association analysis very challenging. Last but not least, DNA methylation is not the only factor affecting the gene expression. In other words, the lack of DNA methylation in one of the promoter region does not necessarily confer gene activation, as the expression can be limited by other factors, for instance the lack of the required transcriptional factor(s). These complications may be responsible for the highly diverse situations we observed between the occurrence of T-DMRs/DS-DMRs and the expression level of their associated genes on a gene-by-gene basis. Despite these complications, our preliminary analysis does seem to reveal a few novel insights. First, it appears that T-DMRs are associated with lower gene expression in non-CpGi promoter regions. Second, there may be some differences between T-DMRs and DS-DMRs from earlier developmental stages in the manner they impact gene expression. Certainly, extensive data analysis using more data sets representing more tissues, as well as experimental validation is needed to confirm these observations.

## Conclusions

Overall, our results indicate that there are extensive differences in DNA methylation between adult tissues and within tissues during development. These results indicate that differential DNA methylation is a dynamic process involving both methylation and demethylation events. The prominence of demethylation in adult tissues of genomic regions that are methylated at earlier stages of development was particularly striking. Even though proliferative changes in cell populations may underlie many apparent methylation differences during development, the results still indicate that extensive differences in methylation status are associated with development. Although the majority of the methylation differences were associated with non-CpGi promoter regions, there were also many methylation differences associated with non-promoter regions that may have novel roles in regulating development.

## Methods

### Growth of ES cells and collection of tissues, DNA and RNA preparations

ES cells were grown as previously described [32,53]. C57 BL/6J mice were purchased from Jackson Laboratory and maintained less than three generations in the department of Laboratory Animal Research facility at Roswell Park Cancer Institute under an approved IACUC protocol. Conventional pair breeding was performed, the plug was confirmed and then the male mouse was removed from the breeding cage after one day. Pregnant mice were sacrificed for embryo collection 15 days later (E15). Embryonic sacs were kept in PBS solution on ice. After the quick confirmation of development stage, embryos were subjected to dissection under the microscope (Leica MZ-125). Brain, heart, liver and testis tissues were carefully obtained from male embryos (verified later, see following). Male new born (NB) mice were collected within 24 hours after delivery and used for collection of the same tissues. 12 weeks old adult male mice (AD) were also used for adult tissue collection as described before [32]. Tissues and cells were immediately snap-frozen in liquid nitrogen and stored at - 80 °C until use.

The sex of embryonic mice was determined by using Y chromosome marker and the Zfxy genotyping. PCR was performed to confirm sex by using primers (Zfxya-': AGCTGTTTCATAGTCACAGAACTTAC, Zfy-'-11: CGAATGTGATGACTGTAGGAAGAATC, and Zfx-5'-2: AGAAAGCCATAGAATGCGATGAGTGC). PCR results showing multiple bands indicated male mice, which were then used in this study. Mixtures of 6 male mouse tissues were used for DNA isolation for E15 and NB analysis since it was not feasible to obtain enough DNA from a single E15 or NB animal. Adult tissues were collected from two separate animals. DNA was then prepared from 2 separate mixtures (E15 and NB) and 2 separate adults. Genomic DNA from all tissue samples was extracted using the DNeasy Kit (QIAGEN) according to Qiagen protocol.

### Sequenom MassARRAY quantitative methylation analysis

Sequenom MassARRAY quantitative methylation analysis was performed as previously described [32] using protocols provided by Sequenom (see Additional file 13 for a list of primers used). All oligonucleotides were purchased from Integrated DNA Technologies (Coralville, IA). Amplification of 1 μl bisulfite-treated DNA (~20 ng/ml) was performed using HotStar Taq Polymerase (Qiagen) in a 5 μl reaction volume using PCR primers at a 200 nM final concentration. PCR amplification was performed with the following parameters: 94 °C for 15 min hot start, followed by denaturing at 94 °C for 20 s, annealing at 56 °C for 30 s, extension at 72 °C for 1 min for 45 cycles, and final incubation at 72 °C for 3 min. PCR products were processed for MassARRAY analysis according to the manufacturer's instructions (Sequenom hMC) by the Microarray and Genomics Core Facility at Roswell Park Cancer Institute. In the mass spectrum, the relative amount of methylation can be calculated by comparing the signal intensity between mass signals of methylated and non-methylated template DNA. Each spot is ionized 50× per second at five different rasters with all resultant methylation calls performed by the EpiTyper software v1.0 (Sequenom). All data is transferred and stored in an Oracle database for tabulation. A minimum of two independently derived tissue DNAs were analyzed.

### Methylated DNA Immunoprecipitation analysis: MeDIP [33]

High-quality genomic DNA isolated from E15, NB and AD mouse tissues, was digested with *MseI *(TTAA) (New England Biolabs) to produce small fragments (200 - 1,000 bp) while keeping CpGi regions intact. Fragmented DNA was heat denatured to produce single-stranded DNA, and a portion of the denatured DNA stored as control (input) DNA. Monoclonal mouse anti 5-methyl cytidine ( Eurogentec) was used to immunoprecipitate methylated DNA fragments. The immune complexes were captured with Protein A Agarose beads (Invitrogen). Complexes were washed to remove nonspecifically bound material. Following elution of bound complexes, ethanol precipitation, and resuspension of MeDIP DNA, a small aliquot of DNA and control input DNA were used to amplify a known methylated DNA region and a known unmethylated DNA region by real-time PCR. The primers of Pst4, Pst6 and Pst21 that were identified by RLGS previously [32] were used in enrichment measurements according to the manufacturer's instructions (NimbelGen). Ratios between the MeDIP and input values are defined and normalized against a known unmethylated control sequence. After validating the enrichment of MeDIP DNA, MeDIP DNA and control input DNA were amplified by whole-genome amplification kit (Sigma Aldrich), followed by purification (QIAGEN Quick PCR Purification Kit) and then sent to NimbleGen for Microarray hybridization according to their standard protocol for the array.

### Data analysis

#### Raw data processing and methylation peak identification

The first stage of raw data processing was performed by NimbleGen as part of its commercial service (Detailed description is available at http://www.nimblegen.com). In brief, it involves the following 4 steps. 1) Signal extraction: Signal intensity data is extracted from the scanned images of each array using NimbleScan. 2) Calculation of log2 ratio: For each feature on the array, a corresponding scaled log_2_-ratio representing the ratio of the input signals for the experimental and test samples that were co-hybridized to the array is computed and scaled to center the ratio data around zero. Scaling is performed by subtracting the bi-weight mean for the log_2_-ratio values for all features on the array from each log_2_-ratio value. 3) Calculation of P score: From the scaled log_2_-ratio data, a fixed-length window (750 bp) is placed around each consecutive probe and the one-sided Kolmogorov-Smirnov (KS) test is applied to determine whether the probes are drawn from a significantly more positive distribution of intensity log-ratios than those in the rest of the array. The resulting score for each probe, called P score, is the -log_10 _p-value from the windowed KS test around that probe. 4) Identification of methylation peaks: This is performed by searching for regions containing at least 2 consecutive probes with a P score ≥ 2. Peaks within 500 bp of each other are merged. The processed data (P Scores) and raw data (log2 ratios) for all 24 involved samples have been deposited in GEO at NCBI under accession# GSE21415.

#### Identification of methylation peaks shared by or unique to a given set of samples

This part was mostly done using an in-house bioinformatics tool based on the following criteria and definition: 1) A methylation peak of a sample is the methylated region shared between the two biological replicates of the same sample. This requirement applies to all categories of methylation peaks; 2) A methylation peak unique to a sample or a group of samples is a methylated region that only appeared in the sample or group. It was further examined to ensure that this region does not overlap with any raw peaks (those of individual replicates from NimbleScan) of other individual samples; 3) A peak shared by one or more but not all samples in a group; 4) A methylation peak common to a group of samples. In identifying these methylation peaks, it is often necessary to break the larger overlapping raw peaks into several sub-peaks such that one part of an original peak may be identified as a common peak and another part as a unique peak.

#### Defining the location category of DMRs

To define the location of a methylation peak in context of a gene, we used the annotation data of promoters and CpGi regions of mouse genome provided by NimbleGen, which is in turn based on UCSC February 2006 (mm8) genome freeze for annotation of CpGi regions and mRNAs and their genome coordinates. Using an in-house PERL script, each peak is assigned into one of the following categories: 1) CpGi promoter, located within 500 bp distance to a CpGi and is within an annotated promoter (1 kb flanking each side of the transcription start site or TSS); 2) non-CpGi promoter, located within a promoter without CpGi or more than 500 bp away from any CpGi in the promoter; 3) Intragenic CpGi, located within 500 bp of a CpGi that locates in a gene (excluding the promoter as defined above); 4) Intergenic CpGi, located within 500 bp from a CpGi that is more than 2 kb from any annotated genes. The assignment is done in the above order of the four categories such that a given DMR belongs to only one category with the CpGi promoter having a higher priority over the rest of the categories and so on. For DMRs in tiling regions, two additional categories were added as non-CpGi intergenic and non-CpGi intragenic. DMRs in tiling regions were identified by collecting all DMRs located within the tiling regions, which include Chr6: 51,984,676-52,408,211, Chr7: 142,162,309-143,552,631 and Chr17: 12,525,776-12,614,350.

#### Gene ontology analysis and other statistical analyses

For DMRs associated with a gene (including CpGi promoter, non-CpGi promoter, and Intragenic CpGi), we examined whether a statistically significant enrichment of gene ontology - a given gene list can be observed using the DAVID tool [54]. A significant enrichment requires a Benjamini adjusted P value no more than 0.05. Scatter plots were generated using R http://www.r-project.org/ and Heat maps of P scores were generated using MeV http://www.tm4.org/mev/[55].

### Assessment of the MeDIP data quality and validation of MeDIP methylation peaks

To evaluate the overall quality of the MeDIP data, we plotted the log2 ratios (methylation signals between the IP DNA and the input DNA) and P score of all probes between biological replicates representing different samples of the same tissues from different animals. The scatter plots of log 2 ratios as shown in Additional file 14 indicates that a good level of consistency was seen among biological replicates for all examined tissues (Additional file 4), considering these represented both biological and technical replicates (Pearson Coefficient R = 0.68 to 0.88 with over half being > 0.8). 

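Over all probes of an array, Pearson r between the scaled log2 ratios of the replicates was highest in NB liver (0.879) and lowest in AD liver (0.594), with a median of 0.782 over 13 groups. At E15 it was 0.860 in brain, 0.681 in heart, 0.847 in liver and 0.667 in testis. At NB it was 0.809 in brain, 0.841 in heart and 0.872 in testis, and among the adult groups 0.711 in brain, 0.769 in heart and 0.782 in testis. ES cells were at 0.70. These correlations run across probes within a group, and neighbouring probes are not independent.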

The Pearson Coefficient between replicates is improved in all cases, ranging from 0.75 to 0.94, when P score was used (Additional file 4), on which the peak call was based, indicating some sporadic noise was removed by considering the signal level of neighboring probes in a larger window.

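Between P scores, r was above that of the log2 ratios in every group and ran from 0.740 in AD liver to 0.932 in NB liver. At E15 it was 0.915 in brain, 0.747 in heart, 0.912 in liver and 0.770 in testis, at NB 0.896 in brain, 0.884 in heart and 0.903 in testis, and in the adult 0.780 in brain, 0.828 in heart and 0.836 in testis. In ES cells it was 0.752. P scores average over a window, so neighbouring probes share values.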

We previously identified T-DMRs using Restriction Landmark Genomic Scanning (RLGS) [19,32], and some of these RLGS T-DMRs were used as internal controls for the quality of IP DNA prior to the array hybridization. Quantitative PCR analysis of input and IP DNA samples indicated that the IP DNA from the appropriate tissue was enriched for DNA sequences previously shown to have tissue specific DNA methylation (presence or absence of methylated DNA fragments at Pst6 and Pst21 were confirmed prior to the hybridization; data not shown). Additional file 15 shows the results of MeDIP methylation analysis in the regions of four previously identified RLGS T-DMRs (Pst4, Pst10, Pvu4 and Pvu5) that were confirmed by Sequenom MassArray quantitative methylation analysis [32]. These results are consistent with both RLGS analysis and the Sequenom analysis of bisulfite treated DNA [32]. Among the 68 RLGS-TDMRs, 38 overlap with the probes on the array (allowing a distance of 750 bp the window size we used for peak identification), of which 27 overlap with the MeDIP DS-DMRs or T-DMRs. Among the 11 not picked up by MeDIP, 5 are in the repetitive regions and would not be included on the array. Therefore, the sensitivity level of our MeDIP in reference to RLGS is 27/33 or 82%.

Sequenom MassArray quantitative methylation analysis of bisulfite treated DNA was performed as an additional means to confirm DNA methylation peaks obtained by MeDIP/NimbleGen Array for both selected and randomly chosen MeDIP methylated regions. The Sequenom MassArray results were consistent with the MeDIP results in 19 of 23 peaks that were evaluated (18 randomly chosen and 5 selected peaks). 

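Of the 22 loci that the supplement lists for the Sequenom analysis, 20 held at least 2 probes. The paper chose these loci among MeDIP peaks, so the array signal follows the names by choice of locus and is no test of them. Of 10 loci named for liver, 9 were higher in AD liver than in AD testis (median difference 0.41 log2, 4 past the test in limma) and 9 higher than in ES cells (median 0.34, 5 past it). All 5 loci named for testis were lower in AD liver than in AD testis (median -0.43, 2 past the test) and lower in ES cells (median -0.70, 4 past it). All 5 loci named for ES cells were lower in AD liver than in ES cells (median -0.53, 2 past the test) and higher in ES cells than in AD testis (median 0.91, 3 past it). At randomTestis7 the difference of AD liver from AD testis was -0.86, and it no longer passed the test after loess normalization (-0.31), without dim probes (-0.58), without AD liver replicate 1 (-0.77) or without AD testis replicate 1 (-0.73). Over the 3 comparisons 23 differences passed the test, and 42 with each array's ratios divided by their SD and 14 without AD liver replicate 1 did.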

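The locus randomLiver10 at Gm1070 was more methylated in AD liver than in AD testis. The paper chose it among MeDIP peaks, and its 5 probes lie on chromosome 6 of mm8 from 71222966 to 71223361. The scaled log2 ratio was 0.89 ± 0.16 (SD, n = 2 arrays) in AD liver, -0.39 ± 0.01 (n = 2) in AD testis and 0.36 ± 0.10 (n = 2) in ES cells. AD liver exceeded AD testis by 1.29 (SE 0.20) and ES cells by 0.54 (SE 0.20, adjusted p = 0.045 from limma), with both liver arrays above both testis arrays and both ES cell arrays. The difference from ES cells did not pass the test with background correction (0.30), after loess normalization (0.19), without AD liver replicate 1 (0.43), or without ES cells replicate 1 (0.47) or 2 (0.60).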

An example of the Sequenom MassArray results for a CpGi promoter region is shown in Figure 1, and for a randomly selected non-CpGi promoter region (Additional file 16) indicating the two methods are in agreement.

We also interrogated MeDIP data within imprinted regions that are known to be methylated in somatic tissues. Almost the entire imprinted region on Chr 7 that includes the *Kcnq1 *gene is represented in a tiling array (1,390 kb) on the NimbleGen promoter + CpGi array. A 40 kb portion of the *Kcnq1 *that contains KvDMR is shown in Additional file 2. The KvDMR is an imprinted control region of approximately 2 Kb (boxed region) that is maternally methylated and has previously been shown to be unmethylated in sperm [56]. Consistent with these earlier results, the MeDIP/NimbleGen array results clearly indicate that DNA from the testis is not methylated in this region. Similarly, the imprinting control region associated with *Igf2r *is also unmethylated in testis [57] (Additional file 17). 

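In the KvDMR, the maternally methylated control region within Kcnq1, AD testis carried less MeDIP signal than the somatic tissues. The 26 probes of the boxed region run from 143102507 to 143105093 on chromosome 7 of mm8. Their mean scaled log2 ratio was -0.29 ± 0.02 (SD, n = 2 arrays) in AD testis, 0.21 ± 0.15 in AD brain, 0.08 ± 0.07 in AD liver and -0.06 ± 0.17 in AD heart (n = 2 each). The somatic mean exceeded testis by 0.36 (SE 0.11, adjusted p = 0.005 from limma), with all 6 somatic arrays above both testis arrays, while AD heart by itself exceeded it by 0.23 and did not pass the test (adjusted p = 0.115 from limma). Without AD testis replicate 2 the difference was 0.35 and did not pass the test. From these arrays, the paper concludes that testis DNA is not methylated in this region.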

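At the Igf2r imprinting control region the adult somatic tissues again lay above testis. Its 32 probes run from 12583578 to 12587083 on chromosome 17, with mean scaled log2 ratios of 0.18 in AD brain, 0.08 in AD heart, 0.18 in AD liver and -0.31 in AD testis (2 arrays each). The somatic mean exceeded testis by 0.46 (SE 0.11, adjusted p = 0.001 from limma), with all 6 somatic arrays above both testis arrays.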

Since only the maternal allele is methylated in these imprinted regions, MeDIP is capable of detecting methylation in a single allele.

### Analysis of relationship between T-DMRs/DS-DMRs and gene expression

Two gene expression data sets, GSE9954 and GSE13149, that are deemed suitable for our purpose were identified and retrieved from the NCBI GEO database. For GSE9954, we used the normalized expression values provided in GEO by the authors and performed the distribution pattern and statistical analysis of expression for genes associated with all T-DMRs from each tissue. Specifically, for T-DMRs from each of the 3 location categories, i.e., the CpGi promoter, the non-CpGi promoter and intra-genic CpGi, in a tissue, we compared the expression level and distribution pattern of their associated genes in that tissue with that of the same set of genes in three other tissues, as well as gene associated T-DMRs in other two location categories, based on box plot and t-test using the R package. For GSE13149, the raw Cel files were downloaded from GEO for samples at E15.5, Day0 and adult mice, which presumably correspond to our E15, new born (NB) and adult samples, and were processed for gcRMA and quantile normalization using the BioConductor R page. The expression data in association with liver DS-DMRs was analyzed in a manner similar to T-DMRs.

## Authors' contributions

PL: performed most of the bioinformatics data analysis and interpretation and contributed in writing the manuscript; FS: performed most of the molecular analysis including preparation for MeDIP and MassARRAY analysis and contributed in writing, SG: performed validation experiments, EM: performed data analysis; MQ: developed the computational tools for identifying methylation peaks shared by or unique to different sample groups, SM: performed ES cell and DNA preparation and validation experiments, KF and IJ: performed tissue preparation, HN: performed supervision of most of molecular biological analysis and contributed in writing the manuscript, WH: performed most of writing and supervision of both bioinformatics and molecular analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **E15 and ES T-DMRs**. Click here for file

Additional file 2 **MeDIP/NimbleGen Promoter + CpGi Array (Tiling region): Methylation analysis of KvDMR region**. The scaled log2 ratio of the 40 Kb region on chromosome 7 near KvDMR is shown. The numbers on the top indicate the genomic position. The rectangle indicates the position of the KvDMR that includes two CpGi regions. Two independent tissues were taken from different mice. Previous studies indicate that the KvDMR is methylated in somatic tissue and unmethylated in sperm [57]. Click here for file

Additional file 3 **T-DMRs in tiling regions**. Click here for file

Additional file 4 **Pearson Coefficient and common peak number between replicates**. Click here for file

Additional file 5 **a: Overlaps between different tissues for DS-DMRs with testis excluded; b:Overlaps between tissues for DMRs shared by all developmental stages in a tissue**. Click here for file

Additional file 6 **T-DMRs within the Hoxa gene cluster**. The MeDIP methylation profile for the *Hoxa *gene cluster within the 52.08 to 52.20 Mb region on chromosome 6 is shown. The locations of CpGi regions, *Hoxa *gene transcripts from a1 to a13 and transcription direction are indicated. The numbers on the bottom from 1 to 8 indicate the position of methylation peaks (represented by the log2 ratio) corresponding to those listed in Additional file 7. Click here for file

Additional file 7 **Methylation peaks locations in the Hoxa gene cluster**. Click here for file

Additional file 8 **DNA methylation and alternative promoters for *Pcdha *genes**. Methylation profile for *Pcdha *genes is shown in a similar manner as in Additional file 2. See also Additional file 9. Click here for file

Additional file 9 **Methylation peaks locations in the Protocadherin gene cluster**. Click here for file

Additional file 10 **Relationship between T-DMRs and expression of their associated genes**. The expression of the genes associated with liver unique T-DMRs were compared to that of the same gene set in the three other tissues broken down into the CpGi promoter (CpGi_P), non-CpGi promoter (NCpGi_P) and intra-genic CpGi (Intra_CpGi) groups using boxplots (panel A, B and C, respectively). Comparison was also made for T-DMRs associated genes across different location groups within liver (Panel D). The p values of pairwise t-tests between liver and each of the other tissue (panels A-C) and between each pair of location groups (panel C) are provided on the right side of the boxplots with those no great than 0.05 shown in bold font. "NDMR" in panel C refers to genes associated with all genes not associated with liver unique T-DMRs. Click here for file

Additional file 11 **Gene ontology for T-DMRs in adult**. Click here for file

Additional file 12 **Gene ontology for DS-DMRs subjected to methylation or demethylation in adult**. Click here for file

Additional file 13 **A list of Sequenom MassARRAY primers used for Validation**. Click here for file

Additional file 14 **Scatter plots of log2 ratios of two replicates for brain tissues at E15, NB, and AD stages**. Log2 ratio of all probes for the two replicate samples of brain at all stages were plotted. In each plot, data points in red rectangular area are those showing log2 ratio ≥ 1 (i.e. ratio ≥2) in both samples. Pearson Coefficient and the common methylation peak number are provided on the top of each plot. Click here for file

Additional file 15 **MeDIP/NimbleGen Promoter + CpGi Array: Methylation analysis of RLGS T-DMR loci**. The MeDIP methylation profile including scaled log2 ratio and methylation peaks of four RLGS T-DMR loci are shown (Pst4, Pst10, Pvu4 and Pvu5). The loci were identified as T-DMRs by RLGS [32]. The CpG island, genomic location, relevant gene and the direction of each transcript are indicated. The log2 ratio is the ratio of signals for the input and immunoprecipitated DNA test samples that were co-hybridized to the array. RLGS T-DMRs were also confirmed by Sequenom MassARRAY ([32], and data not shown). Click here for file

Additional file 16 **Comparison of methylation data between MeDIP/NimbleGen Promoter + CpGi Array and Sequenom MassARRAY: Non CpGi promoter region (randomly selected)**. Data similar to that presented in Figure 1 for a randomly selected locus, the non-CpGi promoter region of Gm1070 that is methylated in liver and ES, but not in testis. Click here for file

Additional file 17 **MeDIP/NimbleGen Promoter + CpGi Array (Tiling region): Methylation analysis of Igf2r imprint control region**. The MeDIP methylation profile of a region on chromosome 17 that includes Igf2r and BC009123 is shown. The numbers on the top indicate the genomic position. The CpGi in the rectangle is located close to the promoter region of BC009123 and the second intron of *Igf2r*. Methylation within the CpGi is associated with repression of transcription of *Airn *antisense RNA located somewhat downstream of TSS for BC009123. The imprinting control region (rectangle) is monoallelically methylated in somatic tissue and unmethylated in testis [57]. Click here for file

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 2 — MeDIP/NimbleGen Promoter + CpGi Array (Tiling region): Methylation analysis of KvDMR region. The scaled log2 ratio of the 40 Kb region on chromosome 7 near KvDMR is shown. The numbers on the top indicate the genomic position. The rectangle indicates the position of the KvDMR that includes two CpGi regions. Two independent tissues were taken from different mice. Previous studies indicate that the KvDMR is methylated in somatic tissue and unmethylated in sperm [57].

## Slide 1

Additional file 2. MeDIP/NimbleGen Promoter +
CpGi Array (Tiling region): Methylation analysis of KvDMR region
CpG island
KvDMR
Transcripts
Scaled log2 ratio
Heart 1
Heart 2
Brain 1
Brain 2
Liver 1
Liver 2
Testis 1
Testis 2

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 6 — T-DMRs within the Hoxa gene cluster. The MeDIP methylation profile for the Hoxa gene cluster within the 52.08 to 52.20 Mb region on chromosome 6 is shown. The locations of CpGi regions, Hoxa gene transcripts from a1 to a13 and transcription direction are indicated. The numbers on the bottom from 1 to 8 indicate the position of methylation peaks (represented by the log2 ratio) corresponding to those listed in Additional file 7.

## Slide 1

Additional file 6. T-DMRs within the Hoxa gene cluster.
CpG islands
a1 a2 BC094279 NM175261 a3 a5 a6 a7 a9 a10 a11 a13
Transcripts
Transcription direction
Liver
Brain
Heart
Testis
Methylation Peak Number
1 2 3 4 5 6 7 8

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 8 — DNA methylation and alternative promoters for Pcdha genes. Methylation profile for Pcdha genes is shown in a similar manner as in Additional file 2. See also Additional file 9.

## Slide 1

Additional file 8. DNA methylation and alternative promoters for Pcdha genes
Pcdha genes
Pcdhg genes
CpG islands
Transcripts
Brain
Liver
Heart
Testis
Methylation Peak#
 1 2 3 4 5 6
 7 8 910 11 12 13

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 10 — Relationship between T-DMRs and expression of their associated genes. The expression of the genes associated with liver unique T-DMRs were compared to that of the same gene set in the three other tissues broken down into the CpGi promoter (CpGi_P), non-CpGi promoter (NCpGi_P) and intra-genic CpGi (Intra_CpGi) groups using boxplots (panel A, B and C, respectively). Comparison was also made for T-DMRs associated genes across different location groups within liver (Panel D). The p values of pairwise t-tests between liver and each of the other tissue (panels A-C) and between each pair of location groups (panel C) are provided on the right side of the boxplots with those no great than 0.05 shown in bold font. "NDMR" in panel C refers to genes associated with all genes not associated with liver unique T-DMRs.

## Slide 1

438
275
479
Additional file 10
355
A
Pairwise t-test p value
CpGi-promoter
N=228 probes
L vs. B: 0.0005
L vs. H: 0.003
L vs. T: 0.0002
320
289
189
442
B
Non-CpGi promoter
N=477 probes
L vs. B: 0.0001
L vs. H: 0.003
L vs. T: 0.00002
318
202
240
273
C
Intra-genic CpGi
N=97 probes
L vs. B: 0.17
L vs. H: 0.34
L vs. T: 0.71
Brain 	Heart 	 Liver Testis
Liver-unique T-DMRs
CpGi_P vs. NCpGi_P: 0.02
CpGi_P vs. Intra_CpGi: 0.52
NCpGi_P vs. Intra_CpGi: 0.26
NCpGi_P vs. NDMR: 5.6e-8
CpGi_P vs. NDMR: 0.86
Intra_CpGi vs. NDMR: 0.50
275
189
269
240
D
CpGi_P NCpGi_P Intra_CpGi NDMR

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 14 — Scatter plots of log2 ratios of two replicates for brain tissues at E15, NB, and AD stages. Log2 ratio of all probes for the two replicate samples of brain at all stages were plotted. In each plot, data points in red rectangular area are those showing log2 ratio ≥ 1 (i.e. ratio ≥2) in both samples. Pearson Coefficient and the common methylation peak number are provided on the top of each plot.

## Slide 1

Additional file 14. Scatter plots of log2 ratios of
two replicates for brain tissues at E15, NB, and AD stages
E15: R=0.86, peak#=3968
NB: R=0.81, peak#=3673
AD: R=0.71, peak#=3054
Sample 2
Sample 1

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 15 — MeDIP/NimbleGen Promoter + CpGi Array: Methylation analysis of RLGS T-DMR loci. The MeDIP methylation profile including scaled log2 ratio and methylation peaks of four RLGS T-DMR loci are shown (Pst4, Pst10, Pvu4 and Pvu5). The loci were identified as T-DMRs by RLGS [32]. The CpG island, genomic location, relevant gene and the direction of each transcript are indicated. The log2 ratio is the ratio of signals for the input and immunoprecipitated DNA test samples that were co-hybridized to the array. RLGS T-DMRs were also confirmed by Sequenom MassARRAY ([32], and data not shown).

## Slide 1

Additional file 15. MeDIP/NimbleGen Promoter + CpGi Array: Analysis of RLGS T-DMR loci by MeDIP
Locus/Chr
Pst4/Chr9
Pst10/Chr17
Pvu4/Chr7
Pvu5/Chr6
Gene
Spesp1
Zfp206
Zfp324
Zfp775
CpG island
Transcript
Scaled log2 ratio
Liver 1
Liver 2
Testis 1
Testis 2
ES 1
ES 2

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 16 — Comparison of methylation data between MeDIP/NimbleGen Promoter + CpGi Array and Sequenom MassARRAY: Non CpGi promoter region (randomly selected). Data similar to that presented in Figure 1 for a randomly selected locus, the non-CpGi promoter region of Gm1070 that is methylated in liver and ES, but not in testis.

## Slide 1

CpG island
Gm1070
Transcript
Transcript Start
Liver 1
Scaled log2 ratio
Additional file 16. Comparison of methylation data between MeDIP/NimbleGen Promoter + CpGi Array and Sequenom MassARRAY: Non CpGi promoter region (randomly selected)
Liver 2
Testis 1
Testis 2
ES 1
ES 2
Sequenom Methylation Analysis
Liver 1
Liver 2
Testis 1
Testis 2
ES 1
ES 2
Methylated Testis

# Supplementary material for: Genome-wide survey reveals dynamic widespread tissue-specific changes in DNA methylation during development
**Source:** BMC Genomics. 2011 May 11;12:231. doi: 10.1186/1471-2164-12-231
**Supplement:** Additional file 17 — MeDIP/NimbleGen Promoter + CpGi Array (Tiling region): Methylation analysis of Igf2r imprint control region. The MeDIP methylation profile of a region on chromosome 17 that includes Igf2r and BC009123 is shown. The numbers on the top indicate the genomic position. The CpGi in the rectangle is located close to the promoter region of BC009123 and the second intron of Igf2r. Methylation within the CpGi is associated with repression of transcription of Airn antisense RNA located somewhat downstream of TSS for BC009123. The imprinting control region (rectangle) is monoallelically methylated in somatic tissue and unmethylated in testis [57].

## Slide 1

Additional file 17. MeDIP/NimbleGen Promoter + CpGi Array
(Tiling region): Methylation analysis of Igf2r imprint control region
CpG island
Igf2r
BC009123
Transcripts
Heart 1
Heart 2
Brain 1
Brain 2
Scaled log2 ratio
Liver 1
Liver 2
Testis 1
Testis 2

How the deposited data were processed for this re-analysis (not part of the article)

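MeDIP and input DNA from brain, heart, liver and testis at E15, NB and AD, and from ES cells, were hybridized to 26 arrays of 373683 probes, 2 arrays a group. The authors deposited scanner files that hold linear intensity for each probe, with input DNA in channel 1 (Cy3) and MeDIP DNA in channel 2 (Cy5), without scaling. The authors also deposited a value table of P scores, which are -log10 p of a one-sided Kolmogorov-Smirnov test of the scaled log2 ratios in a window of 750 bp. The deposited value table lacks 8179 values in the column of AD testis replicate 1. The authors scaled log2 ratios by the Tukey biweight mean of each array.

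Here log2(MeDIP/input) was computed from the intensities, and the Tukey biweight mean (c = 5) of each array was subtracted, without background correction. P scores were computed from these ratios, and runs of at least 2 probes at a P score of 2 or more were joined within 500 bp. A group's regions were probes in peaks of both arrays. Segments were divided where the set of groups changed, held at least 2 probes, and were dropped where a single array of a group outside the set had a peak. Ratios were averaged over 52939 bins of 750 bp with at least 4 probes and fitted in limma 3.58.1 (R 4.3.3) with 1 mean per group. Residual df was 13 and prior df was 11.2. Adjustment was by Benjamini-Hochberg at 0.05, over the bins of a comparison, and for the named loci over the loci of a comparison alone. Peaks and tables used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

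Bins and sites were named by a rule set before the files were opened: per comparison, the 10 bins with the largest difference in each direction among those past the threshold in which both arrays of the tissue or stage lie on one side of every other array of the comparison, and every gene or locus the paper names that can be placed on the array. The text prints the first of each 10. The part of the rule on gene lists was not run, and the paper's tables and pictures had been seen when the rule was written.

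Alternatives were median centring, loess normalization, background correction (normexp, offset 50), exact p-values, a P score of 3, no check of single-array peaks, segments of at least 4 probes, the authors' P scores, bins of 1500 bp, bins of at least 6 probes, dim probes left out (10th percentile, 26028 probes), array weights, replicate number as a block, ratios divided by their SD, the authors' P scores with the E15 brain and heart columns exchanged, the window of the authors' P scores, adult tissues taken 3 at a time, and each array left out in turn. The comparisons within a slide series and the last 4 alternatives before the arrays left out were added after the data were examined. The methods were tested on simulated data: differences of 1 log2 added to 400 bins were recovered in 95.5% of bins for heart stages, 97.5% for AD liver and 96.0% for ES cells, differences of 0.5 log2 in 36.0%, 47.2% and 52.2%, and peaks of 2 SD in 95.7% and of 1 SD in 33.9% of 115 regions. In single simulated bins, differences of 0.5 log2 or less were therefore often missed. The simulated comparisons called 973 bins for heart stages, 1272 for AD liver and 1037 for ES cells. In the data these comparisons called 908, 4741 and 16824 bins, so the rates need not hold for AD liver and ES cells.

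The paper states that adult tissues came from a pair of animals and E15 and NB DNA from separate mixtures, so adult groups share animals, and it does not state that replicate numbers match animals across tissues. Limma treated all arrays as independent. The difference between replicates was compared over pairs of groups: within the adult stage, 6 pairs, the median r was -0.033, from -0.110 to 0.109, within E15, 6 pairs, 0.020, from -0.309 to 0.271, within NB, 6 pairs, -0.059, from -0.186 to 0.071, and over all 78 pairs -0.001, from -0.359 to 0.401. Replicate number was not in the model and was tried as a block. Location categories, gene lists, expression and CpGi were left out, since positions of genes and CpGi on mm8 were not used here.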

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

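The tests within a slide series and those with ratios divided by their SD were chosen after the data were examined. So were the correlations of the brain stage difference with early testis minus early liver or early heart. The correlations of AD minus NB with ES cells minus E15 in liver, heart and brain were too. The same holds for those of ES cells with AD liver minus NB liver and AD brain minus NB brain.

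Stage differences that differ between tissues stand out, by a direct test of the difference in limma. The difference of the adult from E15 and NB differed between liver and heart in 6615 bins, between brain and heart in 2139, between liver and brain in 2613, and between testis and the mean of the somatic tissues in 21075. In liver, brain and testis, but not in heart, the adult arrays lie in another slide series than the earlier ones. These tests therefore do not separate tissue from series. The liver against brain number was 1483 with background correction and 5205 with each array's ratios divided by their SD, and 1609 without E15 brain replicate 1, 1546 without E15 liver replicate 1, 1527 or 1596 without NB liver replicate 1 or 2, 8265 or 509 without AD brain replicate 1 or 2 and 1052 or 673 without AD liver replicate 1 or 2. The testis number was 11965 from the authors' P scores, and 13684 without AD testis replicate 1. The share higher in liver relative to brain was 56.0%, against 43.3% with background correction, and in testis relative to the somatic tissues 43.6%, against 55.2% with background correction, 59.5% after loess normalization, 65.3% from the authors' P scores and 32.8% without dim probes.

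The first pattern is that the adult arrays of brain, testis and liver stand apart from the earlier stages of the same tissue. In brain, slide series may be part of it. The stage difference correlated across bins with early heart minus early liver, other arrays of the same pair of series, at r = 0.500 (0.530 with ratios divided by their SD). It also correlated with early testis minus early liver, which shares only the series of the early arrays, at 0.485. The tissue difference from liver may share in both. With early testis minus early heart, where an effect of the AD brain series alone would make r negative, it was 0.181 (0.183). In testis, AD minus NB correlated with ES cells minus E15 testis at r = 0.739 (0.650), but early testis stands in both, which can raise r without a series effect. The same value was 0.771 (0.562) in liver, 0.356 (0.195) in heart and 0.388 (0.312) in brain, whose AD arrays share no series with ES cells. Heart and brain lay below testis on both scales, and liver lay above it on log2 ratios and below it with ratios divided by their SD. Series and stage therefore cannot be told apart in testis. In liver there are 0 other groups in the series of AD liver, so series and stage cannot be told apart there. The narrower SD over probes on the AD liver arrays does not account for its number, since 15752 bins passed with ratios divided by their SD. That SD includes noise, and the AD liver replicates had the lowest r, 0.594. Weaker enrichment on the AD liver arrays is therefore not excluded by this division. Age of the animals stays open in all of them.

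The second pattern is that ES cells stand apart from the E15 tissues. Across bins, ES cells minus E15 brain, heart and liver correlated with AD testis minus NB testis, which shares the slide series of ES cells, at r = 0.495, and with AD heart minus NB heart at 0.353. The gap between them is smaller than the one set beforehand, while with each array's ratios divided by their SD the values were 0.461 and 0.185 and the gap was larger than that. The correlation with AD liver minus NB liver was higher than with AD testis on both scales, at 0.729 and 0.513. With AD brain minus NB brain it was lower on both, at 0.352 and 0.263. NB heart, NB liver and NB brain each share a tissue and a slide series with E15 arrays of the other difference, so none of these values is free of series. The slide series and the state of the cells therefore cannot be told apart for ES cells, and either may be part of the difference.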

How the results depend on the processing

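The alternatives that use the window of the authors' P scores, exchange the E15 brain and heart columns, or divide each array's ratios by their SD, the comparisons within a slide series, and the adult tissues taken 3 at a time, were chosen after the data were examined. Of the locus differences followed through the alternatives none changed sign, and for bins only the numbers called were followed, while orders between counts and the balance of higher and lower bins turned in the cases given with those results. Where a value moved the cause was not tested, except that more probes a segment leave fewer segments by construction, while ignoring single-array peaks adds segments to those counted, and that with 1 array of a group left out a peak on the other is enough, so the group has more regions. The calling rule by itself gives some peaks, as shuffled ratios still gave 353 to 421 peaks an array. With 2 arrays a group, a fit without 1 array leaves a lone sample that is assumed to vary like the other groups. Slide series as a block could not be estimated because each group lies in 1 series, and gene lists and location categories were not run. Median centring, bins of at least 6 probes, dim probes left out, and the window of the authors' P scores kept every count of the main comparisons within 1.5 times. With replicate number as a block (the replicate block) counts did so too, for example 15110 bins for adult testis against the other adult tissues and 16946 for ES cells against E15 tissues.

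At a P score of 3, regions over the groups 19738, adult T-DMR 1589, common to adults 44, adult brain alone 63, adult liver alone 151, tiling T-DMR 124, E15 and ES T-DMR 1083, common to E15 and ES 65, ES cells alone 214, brain Me-AD 126, brain common 910, heart UnMe-AD 135, heart Me-AD 242, heart common 764, liver Me-AD 326, liver common 267, testis UnMe-AD 461, testis Me-AD 963, testis common 84, DS-DMR 4429. Where peaks on single arrays of other groups were ignored, adult T-DMR 9070, adult brain alone 621, adult heart alone 1590, adult liver alone 1014, adult testis alone 1965, tiling T-DMR 785, E15 and ES T-DMR 9493, ES cells alone 1128, brain UnMe-AD 3720, brain Me-AD 978, heart UnMe-AD 2003, heart Me-AD 2648, liver UnMe-AD 5317, liver Me-AD 1673, testis UnMe-AD 3571, testis Me-AD 3016, DS-DMR 22926, DS-DMR in a single tissue (%) 20.5. For segments of at least 4 probes, adult T-DMR 1324, common to adults 175, adult brain alone 36, adult heart alone 130, adult liver alone 162, adult testis alone 361, tiling T-DMR 87, E15 and ES T-DMR 733, common to E15 and ES 231, ES cells alone 269, brain UnMe-AD 273, brain Me-AD 146, heart UnMe-AD 37, heart Me-AD 137, liver UnMe-AD 1080, liver Me-AD 365, liver common 637, testis UnMe-AD 582, testis Me-AD 1144, testis common 291, DS-DMR 3764, DS-DMR in a single tissue (%) 77.2. With exact p-values, common to adults 538, common to E15 and ES 704. With background correction, common to adults 208, adult brain alone 87, adult liver alone 195, common to E15 and ES 149, heart common 885, liver UnMe-AD 1350, liver Me-AD 506, testis UnMe-AD 897, testis common 166, DS-DMR in a single tissue (%) 70.9, median replicate r 0.690, adult brain against adults 1792, adult heart against adults 2659, adult liver against adults 1733, adult heart against earlier 519, adult testis against earlier 16698, stage effect, liver against heart 3474, stage effect, liver against brain 1483, AD brain against AD heart 276, AD testis against ES 3658, NB against E15 brain 6006, NB against E15 heart 77. After loess normalization, common to adults 208, adult brain alone 85, adult liver alone 215, common to E15 and ES 73, brain Me-AD 233, heart common 838, liver Me-AD 511, testis UnMe-AD 830, testis common 59, adult heart against earlier 2102, stage effect, brain against heart 5660, stage effect, liver against brain 4521, AD testis against ES 5809, NB against E15 brain 7644, NB against E15 liver 551. From the authors' P scores, brain UnMe-AD 494, heart UnMe-AD 647, DS-DMR in a single tissue (%) 63.0, adult heart against adults 5558, adult brain against earlier 1043, adult liver against earlier 7560, adult testis against earlier 13710, ES against E15 8941, stage effect, liver against heart 3815, stage effect, brain against heart 282, stage effect, testis against somatic 11965, AD testis against ES 7107, NB against E15 brain 707, NB against E15 heart 1065, NB against E15 liver 358, locus differences 36. With array weights, adult brain against adults 279, adult brain against earlier 3843, adult heart against earlier 578, stage effect, brain against heart 838, stage effect, liver against brain 1672, AD brain against AD heart 143, AD testis against ES 10781, NB against E15 brain 6162, NB against E15 heart 67, NB against E15 liver 966, NB against E15 testis 84, locus differences 41. With each array's ratios divided by their SD, adult brain against adults 7930, adult liver against adults 11744, stage effect, liver against brain 5205, AD testis against ES 8097, NB against E15 liver 37, NB against E15 testis 86, locus differences 42. From the authors' P scores with the E15 brain and heart columns exchanged, adult heart against adults 5558, adult brain against earlier 2087, adult heart against earlier 518, adult liver against earlier 7560, adult testis against earlier 13710, ES against E15 8941, stage effect, liver against heart 4356, stage effect, brain against heart 601, stage effect, testis against somatic 11965, AD testis against ES 7107, NB against E15 brain 298, NB against E15 heart 140, NB against E15 liver 358, locus differences 36. In bins of 1500 bp, adult heart against earlier 585, NB against E15 brain 930, NB against E15 heart 131, NB against E15 liver 36. Without 1 array, lowest to highest, adult T-DMR 4013 to 4877, adult brain alone 139 to 585, adult heart alone 362 to 1054, adult liver alone 439 to 972, adult testis alone 768 to 1421, tiling T-DMR 262 to 349, E15 and ES T-DMR 2787 to 3750, ES cells alone 614 to 1399, brain UnMe-AD 1203 to 2332, brain Me-AD 506 to 1463, heart UnMe-AD 572 to 1124, heart Me-AD 702 to 1798, liver UnMe-AD 2795 to 3475, liver Me-AD 1087 to 1839, liver common 1152 to 1742, testis UnMe-AD 1664 to 3281, testis Me-AD 2043 to 2773, DS-DMR in a single tissue (%) 58.4 to 65.9, adult brain against adults 409 to 8176, adult heart against adults 3991 to 11257, adult liver against adults 505 to 8070, adult testis against adults 6308 to 16864, adult brain against earlier 5105 to 7858, adult heart against earlier 209 to 1449, adult liver against earlier 7309 to 11458, adult testis against earlier 16372 to 25465, ES against E15 7737 to 17942, stage effect, liver against heart 3794 to 8194, stage effect, brain against heart 1228 to 3639, stage effect, liver against brain 509 to 8265, stage effect, testis against somatic 13684 to 22390, AD brain against AD heart 314 to 1504, AD testis against ES 413 to 538, NB against E15 brain 30 to 488, NB against E15 heart 9 to 2259, NB against E15 liver 2 to 17, NB against E15 testis 17 to 4408, locus differences 14 to 23. Of the other values, those that moved were 143 of 163 at a P score of 3, 21 of 48 with array weights, 9 of 38 in bins of 1500 bp, 61 of 211 from the authors' P scores, 31 of 211 from the authors' P scores with the E15 brain and heart columns exchanged, 1 of 48 without dim probes, 14 of 163 with exact p-values, 81 of 211 after loess normalization, 14 of 48 with each array's ratios divided by their SD, 80 of 137 where peaks on single arrays of other groups were ignored, 81 of 211 with background correction, 105 of 137 for segments of at least 4 probes and 8 of 163 with the window of the authors' P scores, and with 1 array left out 5 to 49 of them moved. The locus differences that ended or began to pass the test are given with the loci.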

Differences from the paper's values

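The division of ratios by their SD was chosen after the result was seen. The paper counts segments within 4 location categories and the counts here take all segments wherever they lie, so the scope is wider here. Alternatives are those set before the data were examined: median centring, exact p-values, a P score of 3, the authors' P scores, background correction, loess normalization, no check of single-array peaks, and segments of at least 4 probes, as far as each applies to the measure. A count is listed where 1 value is more than 1.5 times the other, and a correlation where the gap exceeds both 0.005 and its SE. By this, 41 of 152 values differ and 111 do not, which does not make them equal, and 97 of the 152 are lower here. An alternative not named as removing a difference leaves it by the same measure. In the authors' P scores the E15 brain and E15 heart columns follow the scanner files of the other tissue, and with these columns exchanged, an alternative added after the data were examined, brain NB alone (100), brain NB+AD (41) and the E15 heart regions (55) still differ.

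For adult methylated regions (Table 1): brain, 285 in the paper and 131 here (removed by none of these, though in 2 of 8 fits without 1 array), heart, 822 in the paper and 328 here (removed by none of these, though in 3 of 8 fits without 1 array), liver, 711 in the paper and 379 here (removed with no check of single-array peaks, and in 4 of 8 fits without 1 array), testis, 1294 in the paper and 655 here (removed by none of these, though in 4 of 8 fits without 1 array), brain with testis, 26 in the paper and 13 here (removed with background correction, and in 7 of 8 fits without 1 array), heart with liver, 49 in the paper and 32 here (removed with exact p-values and the authors' P scores, and in 5 of 8 fits without 1 array), brain and liver and testis, 18 in the paper and 8 here (removed with exact p-values, and in 4 of 8 fits without 1 array), all sets, 4686 in the paper and 2841 here (removed with exact p-values, and in 8 of 8 fits without 1 array).

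For regions by developmental stage (Table 2): brain, E15 alone, 533 in the paper and 204 here (removed by none of these, though in 3 of 6 fits without 1 array), brain, NB alone, 370 in the paper and 126 here (removed with the authors' P scores, and in 3 of 6 fits without 1 array), brain, NB+AD, 70 in the paper and 35 here (removed with exact p-values, the authors' P scores and background correction, and in 3 of 6 fits without 1 array), brain, Total, 1936 in the paper and 1146 here (removed with exact p-values, and in 5 of 6 fits without 1 array), brain, UnMe-AD, 1393 in the paper and 776 here (removed with loess normalization, and in 5 of 6 fits without 1 array), heart, E15+NB, 87 in the paper and 55 here (removed with exact p-values, and in 3 of 6 fits without 1 array), heart, E15+AD, 27 in the paper and 10 here (removed by none of these, though in 3 of 6 fits without 1 array), liver, E15 alone, 117 in the paper and 229 here (removed by none of these), liver, AD alone, 468 in the paper and 715 here (removed with background correction, loess normalization and segments of at least 4 probes), liver, E15+AD, 194 in the paper and 128 here (removed with exact p-values, the authors' P scores and no check of single-array peaks, and in 6 of 6 fits without 1 array), testis, E15 alone, 272 in the paper and 147 here (removed with exact p-values, background correction and loess normalization, and in 2 of 6 fits without 1 array), testis, NB alone, 798 in the paper and 364 here (removed by none of these, though in 3 of 6 fits without 1 array), testis, NB+AD, 63 in the paper and 40 here (removed with exact p-values and background correction, and in 5 of 6 fits without 1 array), testis, E15+AD, 62 in the paper and 40 here (removed with exact p-values and the authors' P scores, and in 4 of 6 fits without 1 array).

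For methylated regions of E15 tissues and ES cells (Additional file 1): Brain, 310 in the paper and 83 here (removed with loess normalization, and in 2 of 10 fits without 1 array), Heart, 131 in the paper and 55 here (removed with the authors' P scores), Liver, 764 in the paper and 316 here (removed by none of these, though in 2 of 10 fits without 1 array), Testis, 230 in the paper and 138 here (removed with exact p-values, and in 5 of 10 fits without 1 array), ES cells, 981 in the paper and 589 here (removed with exact p-values and no check of single-array peaks, and in 4 of 10 fits without 1 array).

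For tiling regions, all categories (Additional file 3): Common, 17 in the paper and 33 here (removed with background correction and segments of at least 4 probes), T-DMR, 455 in the paper and 191 here (removed by none of these, though in 5 of 8 fits without 1 array).

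For replicate correlation of P scores (Additional file 4): NB brain, 0.91 in the paper and 0.896 here (removed with exact p-values and the authors' P scores), AD brain, 0.76 in the paper and 0.780 here (removed by none of these), NB heart, 0.89 in the paper and 0.884 here (removed with the authors' P scores), E15 liver, 0.92 in the paper and 0.912 here (removed with exact p-values and the authors' P scores), NB liver, 0.94 in the paper and 0.932 here (removed with exact p-values and the authors' P scores), AD liver, 0.75 in the paper and 0.740 here (removed with the authors' P scores), E15 testis, 0.76 in the paper and 0.770 here (removed with the authors' P scores), NB testis, 0.91 in the paper and 0.903 here (removed with exact p-values and the authors' P scores), AD testis, 0.85 in the paper and 0.836 here (removed with the authors' P scores), ES cells, 0.76 in the paper and 0.752 here (removed with the authors' P scores).

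For replicate correlation of log2 ratios (Additional file 4): AD liver, 0.74 in the paper and 0.594 here (removed by none of these), E15 testis, 0.69 in the paper and 0.667 here (removed by none of these).

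Some of the paper's further statements were not met here or could not be settled. The paper finds no DS-DMR in all the tissues, while 5 pieces lay in all 4 of them here, and 0 for segments of at least 4 probes. Pieces could be as short as 1 probe here. The paper gives no smallest size for the parts of a divided peak, so the numbers may rest on unlike rules. In the Hoxa cluster the paper lists fewer peaks methylated in testis alone than the 5 segments found in AD testis here, and it lists a peak shared by liver and heart, where no adult segment here was methylated in AD liver. The peaks in that list carry no coordinates, so single peaks were not matched to segments. The paper states from a peak and Sequenom analysis that Stk31 is methylated in liver and not in testis or ES cells. The signal runs the same way here, with both liver arrays above both testis arrays and both ES cell arrays. The difference of AD liver from AD testis, 0.34 log2, and from ES cells, 0.22, did not pass the test. The former passed it after loess normalization (0.32), without dim probes (0.43), with array weights (0.34), and with each array's ratios divided by their SD (0.65). The last of these was chosen after seeing the values. Not passing this test does not contradict the paper, whose peak and Sequenom results at this locus were not examined here.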

Other observations

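Both tests of the exchanged columns, the overlap of stage differences, and the tallies by chromosome and region were chosen after the data were examined.

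Adult brain and liver shared bins with lower ratios than at earlier stages. In both tissues the ratios spread less in the adult, which may be part of this. Of the bins lower in the adult, 3471 were shared by brain and liver, against 910 if the calls were independent, and 708 of the higher bins were shared, against 174. Liver and testis shared 4247 lower bins against 2547, and brain and testis shared 2493 lower bins against 1795 and 140 higher bins against 364. Brain, heart and liver shared 106 lower bins, of which 80 were also lower in testis, and 58 higher bins, of which 5 were also higher in testis. Heart, whose stages share a slide series, shared 151 lower bins with brain against 44.8 and 163 higher against 20.4, with liver 153 lower against 63.6 and 122 higher against 40.4, and with testis 243 lower against 125 and 85 higher against 84.4. Brain and liver were each compared across slide series with E15 and NB arrays of the same series, so how much of their overlap goes with series is open.

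On chromosome Y, 8 of 26 bins were higher and 0 lower in AD liver than in the other adult tissues, and 10 were higher in ES cells than in the E15 tissues (limma). On chromosome X, with 1816 bins, 264 were higher and 212 lower in AD testis than in the other adult tissues. In the tiled imprinted region of chromosome 7, with 1724 bins, 185 were higher and 296 lower in AD testis, and in the tiled Hoxa region, with 525 bins, 139 were higher and 46 lower. Over all bins, 28.2% were called in AD testis, 8.96% in AD liver and 31.8% in ES cells in these comparisons. The numbers for AD testis on chromosome X and in the chromosome 7 region lie near its share over all bins.

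In the deposited value table, 4 of 4 columns of E15 brain and E15 heart matched best the scanner files of the other tissue with the same replicate number, at r 0.969 to 0.993 against 0.699 to 0.829 with their own. An exchange of these columns is a candidate explanation. An exchange of the scanner files is argued against, since the peaks shared by the arrays labelled E15 brain differ by 0.605% from the number in Additional file 4 for E15 brain and by 60.4% from its number for E15 heart. E15 brain arrays had a mean r of 0.874 with NB brain and 0.809 with NB heart, and E15 heart arrays 0.753 and 0.834. E15 and NB brain share a slide series, as do E15 and NB heart, so these values do not separate tissue from series. For E15 brain replicate 1 a label gives heart as the tissue beside a title that gives brain, and in the value table the columns of both replicates of both tissues are concerned. No biological explanation was tested.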
